# Loss of TDP-43 Drives Innate Immune Activation Through Relish in *Drosophila*

**DOI:** 10.3390/ijms27125359

**Published:** 2026-06-13

**Authors:** Giulia Romano, Raffaella Klima, Fabian Feiguin

**Keywords:** TDP-43, ALS, FTD, neurodegeneration, NFkB, Relish, neuroinflammation, microarray, *Drosophila*

## Abstract

Inflammatory and immune alterations are increasingly recognized as components of ALS pathology, yet whether they arise as a direct consequence of TDP-43 dysfunction or as a downstream response to neurodegeneration remains unresolved. To address this question, we profiled adult head transcriptomes of *Drosophila* lacking TBPH, the fly homolog of TDP-43, and identified marked overactivation of the conserved Toll/Imd/NF-κB (Relish) innate immune pathway, including increased expression of antimicrobial effector genes and inflammatory genes. We further found that TDP-43/TBPH regulates the NF-κB homolog Relish by associating with its mRNA and that its loss permits Relish-dependent immune overactivation. Genetic reduction in Relish in TDP-43-deficient flies suppressed inflammatory signaling and ameliorated neurological defects *in vivo*, indicating that immune dysregulation contributes to TDP-43 loss-associated phenotypes.

## 1. Introduction

Amyotrophic lateral sclerosis (ALS) is a progressive and fatal neurodegenerative disorder characterized by the degeneration of upper and lower motor neurons, leading to muscle weakness, paralysis, and ultimately respiratory failure [1,2]. Despite substantial advances in defining the genetic and pathological landscape of ALS, the molecular mechanisms that drive neuronal vulnerability and disease progression remain incompletely understood. One of the most prominent pathological features of ALS is the dysfunction of the RNA-binding protein TDP-43, which is mislocalized from the nucleus and accumulates in cytoplasmic inclusions in the vast majority of ALS cases, as well as in many cases of frontotemporal degeneration (FTD) [3,4]. Pathogenic TDP-43 mutations identified in both familial and sporadic ALS have further been established as having causal relevance to this disease [5], placing TDP-43 at the center of current models of pathogenesis.

TDP-43 is a predominantly nuclear RNA-binding protein with affinity for UG-rich sequences, broadly involved in transcriptional regulation, pre-mRNA splicing, RNA transport, and mRNA stability [6,7]. A disease-relevant function of particular importance is the repression of cryptic exon inclusion: nuclear TDP-43 loss of function induces aberrant splicing and depletion of transcripts essential for neuronal integrity, including *UNC13A* and *STMN2*, whose disruption compromises synaptic function and axonal maintenance respectively [8,9,10]. Consequently, TDP-43 dysfunction is expected to disrupt broad gene regulatory networks essential for neuronal homeostasis; however, the downstream cellular pathways that translate this dysfunction into neurodegeneration are still not fully resolved.

Among the pathways increasingly implicated in ALS, neuroinflammation has emerged as a major component of disease pathology. Immune activation, glial reactivity, and inflammatory signaling have been documented in patient tissue and in multiple experimental models, suggesting that non-cell-autonomous mechanisms participate in disease progression [11,12]. Multiple mechanisms connect TDP-43 pathology to immune signaling, including cytoplasmic TDP-43-driven mitochondrial DNA release and cGAS–STING activation [13], PKR-dependent inflammatory signaling via dsRNA accumulation upon TDP-43 depletion [14], and microglial NF-κB and NLRP3 inflammasome engagement by aggregated or extracellular TDP-43 [15]. Consistently, glial NF-κB signaling contributes to ALS progression [16], and chronic NF-κB activation is a shared feature across multiple neurodegenerative disorders, including Alzheimer’s disease [17]. Yet an important conceptual question remains unanswered: does inflammatory activation simply reflect a downstream response to neurodegeneration, or can it be engaged more directly by primary defects in TDP-43 function? Resolving this issue bears directly on how ALS pathogenesis is understood and on whether inflammatory pathways represent accessible therapeutic targets upstream of neuronal damage.

The study of this problem benefits from model systems in which conserved molecular pathways can be interrogated with precision in vivo. *Drosophila melanogaster* provides a powerful framework for this purpose, combining strong genetic tractability with highly conserved regulatory programs relevant to neurodegeneration. The fly ortholog *tbph* is functionally conserved, and its loss produces motor and neuromuscular defects consistent with endogenous loss of function; age-dependent reductions in TBPH/TDP-43 precede locomotor decline [18], and sequestration of endogenous TBPH into aggregates induces locomotor impairment and reduced lifespan [19]. Innate immune signaling in flies is coordinated by the Toll and Imd pathways, which converge on NF-κB-related transcriptional programs controlling inflammatory and antimicrobial gene expression [20,21], and accumulating evidence indicates that these pathways also influence tissue homeostasis, aging, and neuronal integrity. Previous studies demonstrated that neuronal TDP-43 overexpression induces innate immune gene upregulation and that suppression of Toll/Dif or Imd/Relish signaling mitigates toxicity [22] and that MEK/ERK inhibition reduces antimicrobial peptide induction and improves phenotypes [23]. However, these studies primarily relied on overexpression models, leaving open whether endogenous *tbph* loss is sufficient to drive a coherent, rescue-sensitive immune transcriptional program.

To address this question, we combined transcriptomic profiling of *tbph* loss-of-function mutants with conditional, neuron-restricted TBPH re-expression to distinguish primary, reversible consequences of TBPH dysfunction from secondary effects and used genetic and biochemical assays to define the underlying regulatory mechanism.

## 2. Results

We previously generated and extensively characterized a *Drosophila* model for ALS and FTD by creating two loss-of-function alleles of *tbph*, the highly conserved *Drosophila* homolog of TDP-43 [24]. The null mutants recapitulate the major features of neurodegenerative processes, and expression of the human or endogenous protein in the knockout fly rescues most pathological phenotypes, including locomotor defects, reduced lifespan, synaptic abnormalities, and central brain alterations [19,24,25,26,27,28,29,30,31,32,33].

To define the transcriptional consequences of *tbph* loss, we performed microarray analysis on head tissues from four groups: wild-type controls (*w*^1118^), two independent *tbph* mutant alleles (*tbph*^Δ23^ and *tbph*^Δ142^), and a conditional neuronal rescue group in which *tbph* mutant carried a UAS-TBPH transgene driven pan-neuronally by *elav*-GS-GAL4 (Figure 1A–C) [34,35]. The GeneSwitch system temporally controlled re-expression of TBPH exclusively in adult neurons, bypassing any contribution of developmental TBPH activity: induction was initiated immediately after eclosion by feeding 5 mM RU-486 and maintained for 60 h before sampling. This time window has been previously shown to be sufficient to restore TBPH protein levels and to significantly rescue locomotor performance in climbing assays [32], supporting its adequacy to capture functionally meaningful transcriptional reversion. This design therefore tests the sufficiency of adult neuronal TBPH to restore the transcriptome altered by constitutive *tbph* loss.

RNA from three biological replicates per group was analyzed using the Affymetrix Drosophila Genome 2.0 Array (~18,500 transcripts). 

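Head RNA collected 60 h after eclosion was hybridised for *w1118* controls, *tbph*Δ23, *tbph*Δ142 and the neuronal rescue, with 3 arrays per group that the paper calls biological replicates. The rescue flies carried UAS-TBPH and *elav*-GS-GAL4 in a *tbph*Δ23 background and were fed 5 mM RU-486 for 60 h. Feeding is given for no other group in the sources used here, so the drug, the transgenes and TBPH re-expression vary together in the rescue. The deposited values are log2 intensities that the authors made with RMA, including background correction and quantile normalization. Of 18952 probe sets, 13647 have 1 gene in the platform annotation, 402 have several and 4903 are not listed there. The 13647 probe sets were collapsed to 11982 genes by their median, and a single limma model of the 4 group means was fitted to these genes. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05. The median standard error of a comparison of 3 arrays against 3 was 0.0928 on the log2 scale, and the number of arrays limits the precision. Comparisons, gene lists and alternative settings were fixed before the data were examined, when the gene tables and figures of the paper had already been read. The exceptions are 4 gene lists and 1 setting, which were added after values were seen.
TBPH, the fly homologue of TDP-43, is read by a bright and a dim probe set. The bright one measured 7.98 ± 0.03 (mean log2 ± SD, n = 3) in *w1118*, 8.19 ± 0.12 in *tbph*Δ23, 5.43 ± 0.10 in *tbph*Δ142 and 9.51 ± 0.34 in the rescue. In *tbph*Δ142 it fell by 2.55 relative to *w1118* (adjusted p = 1.44e-07, limma), and in *tbph*Δ23 its change of 0.20 did not pass the test (adjusted p = 0.384). In the rescue it was 2.51-fold above *tbph*Δ23 (adjusted p = 1.63e-05) and 2.88-fold above *w1118* (adjusted p = 3.00e-06). The dim probe set stayed between 3.19 and 3.48 in the group means. Where either probe set lies on the transcript is not given in the sources used here, so these values check neither deletion. RpL32, the ribosomal protein gene often used as a reference in qPCR, did not pass the test in *tbph*Δ23 (0.11, adjusted p = 0.232) or *tbph*Δ142 (0.13, adjusted p = 0.113) and was 0.38 above *w1118* in the rescue (adjusted p = 2.36e-04). Of the genes the paper names in heads, Attacin C, Syntaxin 1A and RpL11 have no probe set named for a single gene.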

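Along the first principal component of the 11982 gene values, with 53.0% of the variance, *w1118* had a mean score of -27, *tbph*Δ23 of -13.8, *tbph*Δ142 of -6.22 and the rescue of 47.0. The second component, with 22.0%, placed *w1118* at 25.8, the rescue at 6.70, *tbph*Δ23 at -14.8 and *tbph*Δ142 at -17.8. Several of the genes that weigh most on the first component encode secreted cuticle or olfactory proteins. *CG5172*, a gene of unknown function, read 12.72 ± 0.16 (mean log2 ± SD, n = 3) in *w1118*, 12.14 in *tbph*Δ23, 12.08 in *tbph*Δ142 and 4.28 ± 0.16 in the rescue (rescue against *w1118* -8.44, adjusted p = 7.09e-13, limma). The cuticle gene *Cpr97Ea*, *dyw*, *CG8736* and *Vajk3* were also lower in the rescue than in *w1118* (-6.38, -7.00, -7.06 and -6.33). The odorant-binding protein gene *Obp83b*, expressed in the antenna, read 3.11 ± 0.072 in *w1118*, 4.77 ± 2.45 in *tbph*Δ23, 4.17 ± 1.65 in *tbph*Δ142 and 10.37 ± 0.99 in the rescue, so its replicates differed widely in both mutants. The olfactory gene *Os-C* was 6.42 above *w1118* in the rescue (adjusted p = 1.93e-04).
Array medians lay between 4.40 and 4.50. The interquartile range of the relative log expression was 0.188 to 0.255 in *w1118*, 0.143 to 0.168 in *tbph*Δ23, 0.158 to 0.168 in *tbph*Δ142 and 0.222 to 0.235 in the rescue. The mean Pearson correlation of an array with the other arrays of its group was 0.973 for rescue replicate 1, 0.984 and 0.985 for the other rescue arrays, and at least 0.995 elsewhere. As a reading of RNA integrity, the actin probe sets differed between 3′ and 5′ ends by 2.67 to 3.03 in *tbph*Δ142, more than in *tbph*Δ23 (2.26 to 2.42) or the rescue (1.82 to 2.29), with *w1118* at 2.24 to 2.70. The same difference for GAPDH spanned 1.74 to 2.12 over the 12 arrays.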

Quality control confirmed clear sample segregation by PCA, low technical variability (RLE/NUSE), and consistent clustering of the two *tbph* alleles (Supplementary Figure S1).

### 2.1. Differential Gene Expression Analysis Identifies a Common Mutant Core and a Transcriptional Rescue Signature

Differential expression analysis was performed using limma after RMA normalization, with probe sets collapsed to gene-level summaries. Comparing each mutant allele to wild-type controls defined a common mutant core of 2031 genes significantly deregulated in both backgrounds: 836 commonly upregulated and 1195 commonly downregulated, with only 21 discordantly regulated genes, confirming strong transcriptional concordance between independent *tbph* alleles (Figure 2A). 

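The largest rise common to both alleles was that of *CG16713*, which encodes a predicted secreted protease inhibitor, from 3.24 ± 0.23 (mean log2 ± SD, n = 3) in *w1118* to 10.79 ± 0.42 in *tbph*Δ23 and 11.24 ± 0.13 in *tbph*Δ142. The infection-induced peptide gene *edin* rose from 4.25 ± 0.22 to 11.60 ± 0.84 and 12.39 ± 0.27. *Gnmt*, a methyltransferase that consumes S-adenosylmethionine, rose by 3.77 in *tbph*Δ23 and 4.48 in *tbph*Δ142, the zinc transporter gene *Zip102B* by 3.44 and 3.75, and the activin ligand gene *Actbeta* by 3.57 and 3.55. *CG9377*, a predicted serine protease homologue, rose by 3.76 and 3.90. Among the falls, the cytochrome P450 gene *Cyp6a17*, required for temperature preference, went from 8.80 ± 0.031 to 3.4 ± 0.16 and 3.50 ± 0.15. *Tektin-C*, a microtubule protein gene of cilia and flagella, fell by 5.09 in *tbph*Δ23 and by 5.11 in *tbph*Δ142. *lov*, a transcription factor gene needed for locomotor behaviour, changed by -3.67 and -3.69, the glutathione transferase gene *GstE1* by -2.94 and -2.57, and the ninjurin gene *NijC* by -3.19 and -2.21. Adjusted p from limma for these 11 genes ranged up to 4.25e-05.
Relative to *w1118*, 2550 genes changed in *tbph*Δ23 (1126 higher, 1424 lower) and 2996 in *tbph*Δ142 (1204 higher, 1792 lower). Both alleles changed 1896 genes in one direction, 736 higher and 1160 lower. The excess of lower genes depends on the scaling. With array medians centred, there were 1083 higher and 1247 lower in *tbph*Δ23, 1371 and 1400 in *tbph*Δ142, and 771 and 967 in both. With quantiles equalised again, the numbers were 1215 and 1306, 1396 and 1520, and 842 and 1023. Over all 11982 genes, all 6 mutant arrays lay on one side of the 3 *w1118* arrays in 3128 (26.1%), an arrangement that a random order of the arrays gives to 2.38%. The median size of the change was 0.54, and 257 of the 1896 genes changed at least 2-fold in both alleles. Only 5 genes moved in opposite directions. Of these, *CG8483* was higher in *tbph*Δ23 (1.91) and lower in *tbph*Δ142 (-1.18), and *CG5909*, *CG6125*, *jef* and *CG4686* had the same pair of signs. This count was 3 without *w1118* replicate 1, 1 without *w1118* replicate 3, 9 without *tbph*Δ23 replicate 1, and 3 without *tbph*Δ142 replicate 2 or 3. Fold changes correlated across genes at r = 0.88, against 0.51 in simulations in which neither allele had an effect, since both use the same *w1118* arrays and genes are not independent replicates. Their covariance was 0.165 against 0.0120 in the simulations. Independent comparisons would share 113 higher and 213 lower genes, and the 20 simulations without an effect shared 0. The 3 *w1118* arrays cannot be split between the alleles, so part of the excess may come from the shared controls.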

Unsupervised clustering of the top 300 most highly expressed genes clearly separated mutant from control animals (Supplementary Figure S2).

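Over the 300 genes with the highest mean, *tbph*Δ23 and *tbph*Δ142 arrays lay at a mean Euclidean distance of 10.4 from *w1118* arrays, in log2 units. Rescue arrays lay 15.2 from *w1118* and 13.1 from the mutants. Divided into 4 clusters, the 12 arrays fell into their 4 groups without exception, and the first branch of the tree parted the rescue from the other 3 groups. With each gene z-scored, the mean distances were 34.9 for rescue to *w1118*, 23.3 for the mutants to *w1118* and 27.9 for rescue to mutants. The ratio of the rescue to the mutant distance from *w1118* was 1.46 on log2 values and 1.50 on z-scores.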

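*CG13043*, a gene of unknown function, had the largest fall under neuronal re-expression of TBPH among genes raised in both mutants. It read 8.99 ± 0.48 (mean log2 ± SD, n = 3) in *w1118*, 10.69 ± 0.23 in *tbph*Δ23, 10.51 ± 0.20 in *tbph*Δ142 and 3.16 ± 0.071 in the rescue, well below *w1118*. *CG4757*, a predicted carboxylesterase gene, read 8.17 ± 0.35 in *w1118*, 11.39 ± 0.33 and 11.33 ± 0.047 in the mutants, and 7.84 ± 0.12 in the rescue, where it did not pass the test against *w1118* (adjusted p = 0.179, limma). *CG6675* (-4.21), *CG4269* (-3.07) and the P450 gene *Cyp4e3* (-3.67) were lower in the rescue than in *tbph*Δ23, although the rise of *Cyp4e3* in *tbph*Δ142 (1.27) did not pass without *w1118* replicate 1 (1.09, adjusted p = 0.0531). In the other direction, the P450 genes *Cyp4ac2* and *Cyp4ac1* were 3.80 and 3.05 higher in the rescue than in *tbph*Δ23, and both ended above *w1118* (by 2.42 and 1.67). *robo1*, the axon guidance receptor gene, read 7.39 ± 0.084 in *w1118*, 3.97 ± 0.29 and 4.40 ± 0.16 in the mutants, and 6.42 ± 0.19 in the rescue. *CG9497*, *CG31809*, *CG13607*, *VepD* and *CG31663* were each lower in both mutants and at least 1.96 higher in the rescue than in either.
Of the 11982 genes, 3529 differed between the rescue and *tbph*Δ23 (1719 higher, 1810 lower) and 3293 between the rescue and *tbph*Δ142 (1709 higher, 1584 lower). Of the 1896 genes changed in both mutants, 1064 changed in the rescue relative to *tbph*Δ23, 1023 relative to *tbph*Δ142 and 870 in both comparisons. In 454 genes both comparisons went against the change in the mutants, 224 of them higher and 230 lower in the mutants. Of these 454, 291 did not differ from *w1118* in the rescue, 84 still differed on the mutant side and 79 had passed beyond *w1118*.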

Comparing the neuronal rescue condition to each mutant background defined a rescue core of 496 genes whose expression was significantly reversed toward control values in both rescue-versus mutant comparisons (Figure 2B). This nested subset (~24% of the mutant core) isolates the transcriptional changes that are causally dependent on TBPH function and reversible by neuronal re-expression within the 60 h induction window and therefore distinguishes primary, TBPH-responsive alterations from secondary, compensatory, or developmentally fixed changes that persist despite restoration. 

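The same comparisons moved other core genes further from control. *NimC1*, a phagocytosis receptor gene of hemocytes, rose from 4.12 ± 0.081 (mean log2 ± SD, n = 3) in *w1118* to 4.97 ± 0.13 in *tbph*Δ23 and 5.44 ± 0.20 in *tbph*Δ142, and to 6.95 ± 0.12 in the rescue. *ninaD*, a scavenger receptor gene needed to make the visual chromophore, fell from 7.36 ± 0.22 to 4.92 ± 0.19 and 5.20 ± 0.17, and to 4.47 ± 0.18. The last step of *ninaD* did not pass relative to *tbph*Δ23 without *tbph*Δ23 replicate 1 (adjusted p = 0.102), *tbph*Δ23 replicate 3 (0.0829) or rescue replicate 2 (0.102). The cuticle gene *Cpr64Aa* was -2.00 and -2.03 from *w1118* in the mutants and -5.16 in the rescue, and the autophagy gene *Atg9* was -0.55, -0.54 and -1.09. Other core genes stayed at their mutant level: in the rescue *Cyp6a17* was at 3.47 ± 0.069, *lov* at 3.14 ± 0.035 and *Actbeta* at 8.54 ± 0.24, and neither rescue comparison passed for any of the 3.
Of the 1896 core genes, 454 moved against the mutant change in both rescue comparisons (23.95%). This sign does not require an end point nearer to *w1118*, and 79 of the 454 passed beyond it. In both comparisons 414 moved further from control (21.8%), 73 of them raised and 341 lowered in the mutants. A total of 679 changed in neither comparison, and the rest changed in 1 comparison only or in opposite directions. The median share of the mutant change undone in the rescue was 97.6% in the 454 genes and -20.5% in the rest of the core. The 454 were chosen by their sign in these same comparisons, so this contrast follows from the choice. Over the whole core the median share was 25.7% for genes raised in the mutants and -12.2% for those lowered. Of the 496 genes the paper lists as reversed, 459 could be matched to a gene tested here, and 408 of those were among the 454.
Each rescue comparison shares 3 mutant arrays with the mutant comparison it is set against. Among genes past the threshold in both, the signs were opposite for 822 and equal for 564 with shared *tbph*Δ23 arrays, and 838 and 678 with shared *tbph*Δ142 arrays. Without a shared array, *tbph*Δ142 against *w1118* set beside rescue against *tbph*Δ23 gave 623 opposite and 939 equal (39.9% opposite). The other such pair gave 698 and 579 (54.7% opposite). Independent comparisons would give 170 genes higher in *tbph*Δ23 and lower in the rescue, where 434 were seen, and 204 of the reverse kind, where 388 were seen. In the same direction they would give 215 genes lower in *tbph*Δ23 and lower again in the rescue, where 434 were seen, and 162 higher in both, where 130 were seen. These values for independent comparisons take no account of the shared arrays. Simulations in which the rescue equalled *tbph*Δ23 gave on average 0.1 reversed genes and 0 moved further, with a covariance of -0.0112 for the comparisons sharing *tbph*Δ23, against -0.0236 measured. For those sharing *tbph*Δ142 the simulated covariance was -0.0510 and the measured one -0.00973. Hardly any gene can pass against *tbph*Δ23 in these simulations, so their counts do not show how many reversed genes shared arrays add. For *tbph*Δ23 against *w1118* beside rescue against *tbph*Δ142, they gave 278 opposite genes on average (247 to 309) without a shared array. Differences between the alleles enter that pair, so the shares without shared arrays do not isolate the effect of sharing.

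**Figure D1:**
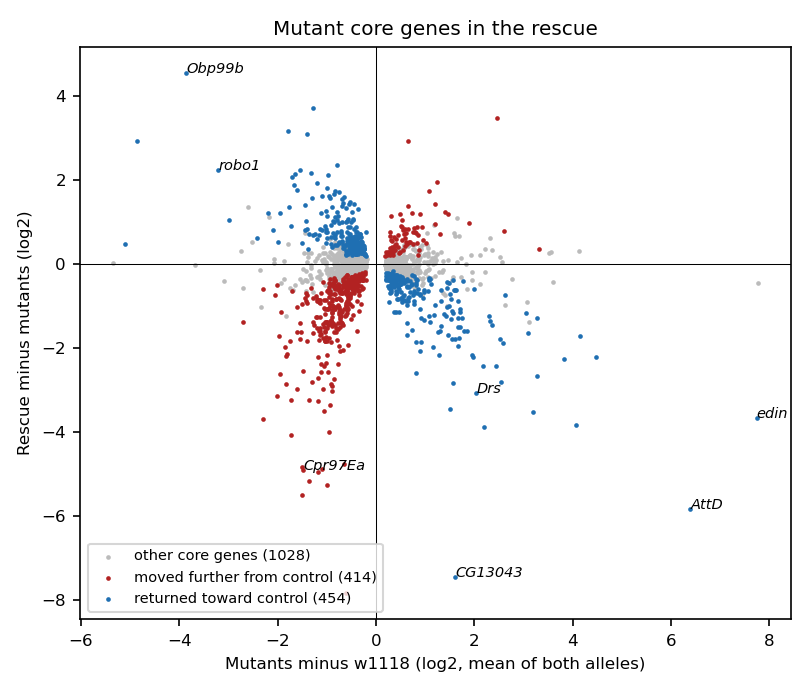
Each point is 1 of the 1896 core genes, with its mean log2 fold change in both mutants against *w1118* on the x axis and that of the rescue against both mutants on the y axis. The colours part the 454 genes that moved against the mutant change (labelled as returned toward control), the 414 that moved further from *w1118* and the other core genes. Some of the 454 passed beyond *w1118*.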

Complete gene lists are reported in Supplementary Table S1.

### 2.2. Functional Characterization of the Common Mutant Transcriptional Core

GO enrichment analysis of the 2031 concordantly deregulated genes revealed two opposing transcriptional programs. Upregulated genes were enriched for two parallel programs: immune and defense response (defense response to Gram-positive bacterium, immune response, antibacterial humoral response, and defense response to bacterium) and signaling/communication regulation (negative regulation of signaling, of cell communication, and of signal transduction), with additional terms related to neuronal cognitive functions (learning or memory; cognition) (Figure 3A), with Cellular Component enrichment pointing to neuronal and synaptic compartments such as neuron projections, synapse, and presynapse (Supplementary Figure S3B,D). 

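All 6 measured antimicrobial peptide genes, *AttD*, *CecB*, *Def*, *DptB*, *Drs* and *Mtk*, rose in both mutants. These genes encode secreted peptides that kill bacteria or fungi and are transcribed under NF-κB factors. *AttD* rose from 3.25 ± 0.23 (mean log2 ± SD, n = 3) in *w1118* to 9.59 ± 0.82 in *tbph*Δ23 and 9.70 ± 1.53 in *tbph*Δ142, *CecB* from 5.08 ± 0.14 to 9.53 ± 0.42 and 8.75 ± 0.16, and *DptB* from 8.92 ± 1.38 to 12.92 ± 0.41 and 13.22 ± 0.37. *Drs*, already bright in *w1118* at 10.90 ± 0.062, rose by 2.03 and 2.05, and *Def* by 2.49 (adjusted p = 0.00554, limma) and 2.60. The median change over the 6 genes was 3.46 in *tbph*Δ23 (6 higher adjusted over the list alone; adjusted p = 2.61e-08, and adjusted p = 0.129 with an estimated correlation, camera) and 3.43 in *tbph*Δ142 (adjusted p = 1.14e-07, and adjusted p = 0.129 with an estimated correlation). The other 8 genes of that list, among them *AttA*, *AttC*, *Dro* and *DptA*, have no probe set named for a single gene.
Of 11 Bomanins and other induced immune peptides, out of 21 listed, 5 were higher and 1 lower (7 and 1 adjusted over the list alone) in *tbph*Δ23 and 8 were higher and 1 lower (8 and 1 adjusted over the list alone) in *tbph*Δ142. *Listericin* rose by 2.92 and 2.63, *BomBc3* by 2.14 and 2.46, and *BomT3* by 1.11 and 1.79. The shift of this list passed in *tbph*Δ23 (adjusted p = 9.83e-04, and adjusted p = 0.301 with an estimated correlation) and *tbph*Δ142 (adjusted p = 2.98e-05, and adjusted p = 0.22 with an estimated correlation).
Among genes that restrain signaling, *pirk* and *PGRP-LB* act against the Imd pathway, and *pirk* rose by 1.54 in *tbph*Δ23 and 1.6 in *tbph*Δ142. *puc*, the phosphatase that restrains JNK signaling, rose by 0.48 in *tbph*Δ142, while the JNK ligand gene *egr* fell by 0.46 and its receptor gene *grnd* fell by 0.38. The JNK list of 10 had 1 higher and 2 lower (1 and 3 adjusted over the list alone) in *tbph*Δ23 and 1 higher and 4 lower (1 and 6 adjusted over the list alone) in *tbph*Δ142, and its shift did not pass (adjusted p = 0.948 and adjusted p = 0.224). Of 10 measured JAK-STAT and Turandot genes, out of 16 listed, 1 was higher and 0 lower (3 and 1 adjusted over the list alone) in *tbph*Δ23 and 5 were higher (6 adjusted over the list alone) in *tbph*Δ142, where the list moved up (adjusted p = 0.00506, and adjusted p = 0.199 with an estimated correlation). *vir-1*, a target of that pathway, rose by 0.53 in *tbph*Δ23.
Markers of other cell types also moved. Of 8 neuron markers, 3 were higher (3 adjusted over the list alone) in *tbph*Δ23 and 2 were higher (2 adjusted over the list alone) in *tbph*Δ142. The neuronal RNA-binding protein gene *elav* rose by 0.36 and 0.31, the latter not past the threshold without *w1118* replicate 1 (adjusted p = 0.0517), *w1118* replicate 2 (0.0538) or *tbph*Δ142 replicate 2 (0.0683). Of 9 glia markers, 3 were lower (3 adjusted over the list alone) in each mutant, with *Mdr65*, a transporter of the blood-brain barrier, at -0.51 and -0.77.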

Downregulated genes were predominantly enriched for proteostasis-related processes, including ubiquitin-dependent protein catabolism, proteasome-mediated degradation, and mitochondrial translation, with Molecular Function terms including structural constituents of the ribosome and peptidase activities (Figure 3B and Figure S3A,C).

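Every one of the 27 measured subunits of the 26S proteasome, which degrades ubiquitin-tagged proteins, was lower in both mutants, out of 33 listed. *Rpt5*, an ATPase of the regulatory particle, read 11.30 ± 0.22 (mean log2 ± SD, n = 3) in *w1118*, 10.22 ± 0.19 in *tbph*Δ23 and 9.85 ± 0.12 in *tbph*Δ142. The deubiquitinase gene *Rpn11* fell by 0.89 and by 1.43, *Rpn3* by 0.82 and by 1.41, and *Rpn1* by 0.82 and by 1.27. The median change of the subunits was -0.74 in *tbph*Δ23 (27 lower adjusted over the list alone; adjusted p = 5.05e-17, and adjusted p = 0.233 with an estimated correlation, camera) and -1.16 in *tbph*Δ142 (adjusted p = 1.54e-22, and adjusted p = 0.199 with an estimated correlation). In the rescue all 27 were lower again, with a median of -1.45 relative to *tbph*Δ23 and -1.05 relative to *tbph*Δ142, so that *Rpt5* stood at 8.65 ± 0.12.
Of 71 proteins of the mitochondrial ribosome, 2 were higher and 30 lower (3 and 39 adjusted over the list alone) in *tbph*Δ23 and 2 were higher and 43 lower (2 and 52 adjusted over the list alone) in *tbph*Δ142. *mRpL18* read 7.68 ± 0.11 in *w1118*, 6.84 ± 0.085 in *tbph*Δ23 and 6.75 ± 0.079 in *tbph*Δ142. *mRpL39* changed by -0.83 and -0.48, and *mRpL41* by -0.54 and -0.59. The shift of this list passed in *tbph*Δ23 (adjusted p = 1.14e-07, and adjusted p = 0.301 with an estimated correlation) and *tbph*Δ142 (adjusted p = 1.05e-08, and adjusted p = 0.283 with an estimated correlation). Over the core, 28 of the 71 were lower in both mutants where 6.87 would be drawn by chance (adjusted p = 1.17e-09, Fisher's exact test). That test takes genes as independent, while the estimated correlation within the list was 0.29. Most of these changes are under 1.5-fold, and with a fold threshold of 1.5 1 mitochondrial ribosome gene, *mRpL18*, is left in the core where 2.51 would be drawn among the 423 lowered genes.
The 34 measured proteins of the cytosolic ribosome did not fall as a group. In *tbph*Δ23 there were 2 higher and 2 lower (0 and 1 adjusted over the list alone; adjusted p = 0.61), and in *tbph*Δ142 3 higher and 1 lower, with the list as a whole moved slightly up (adjusted p = 0.0171, and adjusted p = 0.339 with an estimated correlation; 0.0553 in a fit of these groups alone and 0.0608 without 3 antennal arrays, a setting chosen after seeing the data). *RpLP2* fell by 0.26 and 0.23, and *RpS20* rose by 0.25 in *tbph*Δ142. Among 21 autophagy genes, 2 were higher and 4 lower (2 and 5 adjusted over the list alone) in *tbph*Δ23 and 1 was higher and 6 lower (1 and 8 adjusted over the list alone) in *tbph*Δ142, with *Atg3* at -0.52 and -0.59, and the shift did not pass (adjusted p = 0.202 and adjusted p = 0.224).

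**Figure D2:**
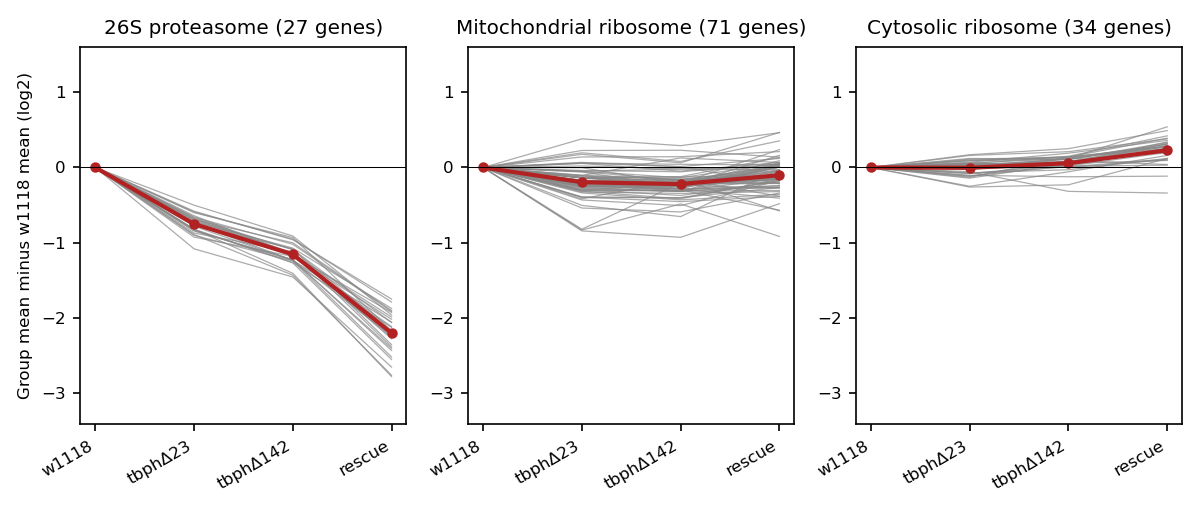
Each point is the group mean of 1 gene minus its *w1118* mean, in log2 units, for the 27 proteasome, 71 mitochondrial ribosome and 34 cytosolic ribosome genes in both mutants and the rescue, with the mean of each list in red. The proteasome means fall from 11.22 in *w1118* to 10.47, 10.07 and 9.02.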

Together, these data define a transcriptional program characterized by activation of immune and signaling pathways alongside coordinated downregulation of proteostasis and ribosomal systems, consistent with the broad impact of TBPH loss on neuronal homeostasis.

### 2.3. Rescue Selectively Normalizes Toll/Imd–Relish Signaling

We next asked which components of the mutant transcriptional program are responsive to neuronal TBPH re-expression. 

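In the rescue, *AttD* read 3.81 ± 0.22 (mean log2 ± SD, n = 3) and *CecB* 5.31 ± 0.24, and neither differed from *w1118* (adjusted p = 0.523 and 0.361, limma). Both encode peptides that act mainly on Gram-negative bacteria. *Def* was lower in the rescue than in *tbph*Δ23 (-2.77, adjusted p = 0.00193) and also did not differ from *w1118* (adjusted p = 0.73). *Drs*, the antifungal drosomycin gene, went to 9.86 ± 0.36, below *w1118* (-1.04, adjusted p = 4.15e-04). *Mtk* and *DptB* came only part of the way: *Mtk* (-1.05) and *DptB* (-1.56) were lower than in *tbph*Δ23 and remained above *w1118*, by 1.88 and 2.44. The fall of *Mtk* relative to *tbph*Δ23 did not pass without *tbph*Δ23 replicate 1 (-0.90, adjusted p = 0.0749), *tbph*Δ23 replicate 2 (-1.02, 0.0573) or rescue replicate 2 (-0.92, 0.0683). That of *DptB* (adjusted p = 0.0399) was lost when any of 8 arrays was left out, *w1118* replicate 3 (0.0537), the 3 *tbph*Δ23 replicates (0.122, 0.0969 and 0.0508), *tbph*Δ142 replicates 2 and 3 (0.0506 and 0.0535), and rescue replicates 2 and 3 (0.102 and 0.0794). *edin* was lower than in *tbph*Δ23 (-3.26) but still 4.08 above *w1118*.
All 6 antimicrobial peptide genes were thus lower in the rescue than in either mutant (6 adjusted over the list alone), with a median change of -2.92 against *tbph*Δ23 (adjusted p = 2.98e-05, and adjusted p = 0.129 with an estimated correlation, camera) and -2.98 against *tbph*Δ142 (adjusted p = 6.47e-06, and adjusted p = 0.129 with an estimated correlation). Against *tbph*Δ142, *DptB* did not pass without *tbph*Δ142 replicate 2 (0.0678), *tbph*Δ142 replicate 3 (0.0516) or rescue replicate 2 (0.0554). For the 11 Bomanins and related peptides, 1 was higher and 6 lower (2 and 7 adjusted over the list alone) against *tbph*Δ23 and 8 were lower (8 adjusted over the list alone) against *tbph*Δ142. *BomS5* was lower than in *tbph*Δ23 (-1.11) and ended -0.69 from *w1118*, whereas *Listericin* did not pass the test (-0.51, adjusted p = 0.468). Relative to the mutants the list shifted down (adjusted p = 0.00349, and adjusted p = 0.357 with an estimated correlation for *tbph*Δ23; adjusted p = 1.04e-05, and adjusted p = 0.202 with an estimated correlation for *tbph*Δ142).
In Fisher's exact tests over 26 lists, the genes raised in both mutants and lowered in the rescue held 6 of 6 antimicrobial peptides (adjusted p = 1.39e-09), 4 of 11 Bomanins and related peptides (adjusted p = 4.60e-04), 5 of 19 Imd genes (adjusted p = 3.05e-04) and 4 of 15 Toll genes (adjusted p = 0.00160). The call for Toll genes was lost with the brightest probe set per gene (0.166), with an adjusted p under 0.01 (0.0561) and with a fold threshold of 1.5 (0.473). The circadian clock list passed as well, with 3 of 11 genes (adjusted p = 0.00825). That call was lost with an adjusted p under 0.01 (0.445), without *w1118* replicate 2 (0.0855), *tbph*Δ23 replicates 2 or 3 (0.0628 and 0.0732), *tbph*Δ142 replicates 1, 2 or 3 (0.0726, 0.0720 and 0.0830) or rescue replicate 2 (0.0830). No other list passed in this set, and these tests take the genes of a list as independent. The fat body and hemocytes, the main sources of these peptides, gave higher marker levels in the rescue. All 6 fat body markers were higher than in *tbph*Δ23 (6 adjusted over the list alone; adjusted p = 3.09e-04, and adjusted p = 0.199 with an estimated correlation), *FASN1* by 1.06 and *Lsd-1* by 1.07. Of 8 hemocyte markers, 5 were higher (6 adjusted over the list alone) (adjusted p = 3.02e-04, and adjusted p = 0.199 with an estimated correlation), *Hml* by 2.16.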

Functional analysis of the 496 rescue-sensitive genes revealed a highly coherent immune signature: GO enrichment was dominated by immune and defense-related Biological Processes, including immune response, defense response, and regulation of defense response (Figure 4A). 

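Genes lowered in both mutants and raised by the rescue numbered 230. *Obp99b*, an odorant-binding protein gene, read 10.13 ± 0.83 (mean log2 ± SD, n = 3) in *w1118*, 5.95 ± 0.29 in *tbph*Δ23, 6.61 ± 1.35 in *tbph*Δ142 and 10.82 ± 0.18 in the rescue, where it did not differ from *w1118* (adjusted p = 0.385, limma). *Ugt301D1*, a UDP-glycosyltransferase gene, read 8.91 ± 0.32, 3.97 ± 0.08, 4.11 ± 0.18 and 6.96 ± 0.31 in the same order. The inward rectifier potassium channel gene *Irk3* fell by 0.82 in *tbph*Δ23 and rose by 0.97 in the rescue relative to *tbph*Δ23. The glial transcription factor gene *repo* changed by -0.33 and 0.48.
The mitochondrial ribosome was the list with the most such genes, 10 of 71 where 1.36 would be drawn by chance (adjusted p = 1.61e-05, Fisher's exact test over 26 lists). Among them *mRpS26* was -0.50 in *tbph*Δ23 and -0.65 in *tbph*Δ142 relative to *w1118*, and 0.47 in the rescue relative to *tbph*Δ23. Relative to *tbph*Δ23, 18 were higher and 4 lower (18 and 4 adjusted over the list alone), and relative to *tbph*Δ142, 21 were higher and 4 lower (26 and 4 adjusted over the list alone). The list shifted up against *tbph*Δ23 (adjusted p = 0.00875, and adjusted p = 0.599 with an estimated correlation, camera; 0.0533 without rescue replicate 1, and 0.0986 without the array highest in antennal transcripts of each mutant and the rescue, a setting chosen after seeing the data) and *tbph*Δ142 (adjusted p = 6.22e-04, and adjusted p = 0.495 with an estimated correlation). These are small changes, and the enrichment did not pass with an adjusted p under 0.01 as the threshold (0.591), with a fold threshold of 1.5 (1, with 0 genes left), without *tbph*Δ23 replicate 1 (0.111), without rescue replicate 1 (0.0606) or without the 3 antennal arrays (0.468). Within the core, 10 of the 30 mitochondrial ribosome genes were reversed where 7.18 would be drawn, which did not pass (adjusted p = 0.478, Fisher's exact test). Detoxification enzymes held 8 of these 230 genes among 152 measured (adjusted p = 0.0624). Left without any single 1 of the 12 arrays, that enrichment passed (adjusted p from 0.0104 without *tbph*Δ142 replicate 2 to 0.0218 without *tbph*Δ142 replicate 3), as it did under 8 other planned settings (0.00112 to 0.0498) and without the 3 antennal arrays (0.00798). With all 12 arrays no other list passed.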

No significant enrichment was detected in the opposite direction (genes downregulated in mutants and restored upward by rescue), indicating that rescue acts primarily by suppressing aberrantly activated pathways rather than restoring repressed ones.

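*Nmdmc*, a mitochondrial folate enzyme gene, rose from 8.28 ± 0.13 (mean log2 ± SD, n = 3) in *w1118* to 10.19 ± 0.065 in *tbph*Δ23 and 9.97 ± 0.049 in *tbph*Δ142, and returned to 8.48 ± 0.45 in the rescue. *Gart*, which acts in purine synthesis, rose by 0.73 and 1.69, and *Shmt*, which makes the folate one-carbon unit from serine, by 0.54 and 1.19. In the rescue *Gart* was 1.37 and *Shmt* 1.11 above *w1118*, both above *tbph*Δ23. Relative to *tbph*Δ142 they were at -0.32 (adjusted p = 0.118) and -0.08 (adjusted p = 0.673), not past the threshold, although *Gart* passed without rescue replicate 2 (-0.48, 0.0131). Of 10 measured genes of the one carbon pool by folate, out of 12 listed names, 3 were higher and 1 lower (3 and 1 adjusted over the list alone) in *tbph*Δ23 and 5 were higher (5 adjusted over the list alone) in *tbph*Δ142, and 3 were in the core, all of them raised (adjusted p = 0.110, Fisher's exact test over 26 lists of the core genes raised; 0.403 for the core as a whole, a test chosen after the values were seen).
Proteasome subunits took 27 places in the lowered part of the core where 2.61 would be drawn by chance (adjusted p = 3.29e-26), and 0 in the set reversed by the rescue. Fisher's exact test takes genes as independent, while the subunits move together over the arrays (estimated correlation 0.88). Its p-values overstate the evidence for lists whose members are correlated. Imd genes took 9 places among core genes raised in the mutants where 1.17 would be drawn (adjusted p = 1.30e-05), the 5 Bomanins and related peptides gave an adjusted p = 0.00304 and the 6 antimicrobial peptides 1.37e-06. Toll genes took 5 places (adjusted p = 0.0124), a call lost with the brightest probe set per gene (0.260), with an adjusted p under 0.01 (0.454), with the fold threshold (0.270) and without rescue replicate 2 (0.0779). Outside the immune lists, phototransduction took 6 places of 17 (adjusted p = 0.00343) and the circadian clock 4 of 11 (adjusted p = 0.0244). The first was lost without *w1118* replicates 2 or 3 (0.0595 and 0.0522), *tbph*Δ23 replicate 2 (0.0545), *tbph*Δ142 replicates 1, 2 or 3 (0.239, 0.257 and 0.0830) or rescue replicate 2 (0.102). It was also lost with array medians centred (0.113), a replicate block (0.0693), an adjusted p under 0.01 (0.133), the fold threshold (0.319) and, in a setting chosen after seeing the data, without the 3 antennal arrays (0.0623). The second was lost without *tbph*Δ142 replicates 1 or 3 (0.0919 and 0.115) and with an adjusted p under 0.01 (0.0502). In the Toll list of 15 measured genes, out of 18, *Hayan*, a protease upstream of Toll, rose by 1.2 and 1.39, and *cact*, the Toll inhibitor, by 0.57 and 0.31, while *Myd88*, the Toll adaptor gene, fell by 0.66 and 0.63. The KEGG gene sets are not in the sources used here, so the lists stand in for them and their members differ.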

KEGG enrichment analysis further refined these findings: while the full 2031-gene mutant core showed enrichment for multiple pathways including proteasome, one carbon pool by folate, and Toll/Imd signaling (Figure 4B), the 496-gene rescue subset converged on a single significantly enriched pathway—Toll and Imd signaling (Figure 4C). Expression mapping onto the KEGG pathway architecture confirmed coordinated upregulation across upstream receptors, intracellular mediators, and downstream AMP targets in mutants, with these same components returning toward control levels upon rescue (Supplementary Figure S4A,B), most consistently along the Imd–Relish branch (Supplementary Figure S4C). These data indicate that innate immune signaling represents the most selectively reversible component of the mutant transcriptional landscape. 

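*Rel*, the NF-κB factor at the end of the Imd pathway, read 9.09 ± 0.046 (mean log2 ± SD, n = 3) in *w1118*, 10.51 ± 0.16 in *tbph*Δ23, 10.51 ± 0.28 in *tbph*Δ142 and 9.27 ± 0.069 in the rescue. It rose by 1.42 in *tbph*Δ23 (adjusted p = 1.17e-05, limma) and 1.41 in *tbph*Δ142 (adjusted p = 9.57e-06), and its level in the rescue did not differ from *w1118* (adjusted p = 0.295). Among the peptidoglycan recognition proteins, those that restrain the pathway rose: *PGRP-SC2* went from 5.87 ± 0.38 to 10.11 ± 0.92 and 10.58 ± 0.45, and *PGRP-LB* and *PGRP-LF* by 2.28 and 1.24 in *tbph*Δ23. In the rescue *PGRP-LB* (-1.30), *PGRP-LF* (-1.38) and *pirk* (-1.13) were lower than in *tbph*Δ23. *PGRP-SC2* was at 8.13 ± 1.50, and its fall against *tbph*Δ23 (adjusted p = 0.0361) was not past the threshold without *tbph*Δ23 replicate 1 (0.134), *tbph*Δ23 replicate 2 (0.0891) or rescue replicate 2 (0.0940). The fall against *tbph*Δ142 did not pass without *tbph*Δ142 replicate 1 (0.0545). The intracellular receptor gene *PGRP-LE* did not pass in *tbph*Δ23, except without *w1118* replicate 3 (-0.29, adjusted p = 0.0474), and was -0.31 in *tbph*Δ142 (adjusted p = 0.0164).
Of 19 measured Imd genes, out of 25 listed, 10 were higher and 2 lower (10 and 3 adjusted over the list alone) in *tbph*Δ23 and 9 were higher and 3 lower (9 and 3 adjusted over the list alone) in *tbph*Δ142. The shift of the list passed in both (adjusted p = 0.00304, and adjusted p = 0.199 with an estimated correlation in *tbph*Δ23; adjusted p = 0.0056, and adjusted p = 0.202 with an estimated correlation in *tbph*Δ142, camera). The kinase gene *IKKbeta* (0.47 and 0.40) and the ubiquitin ligase gene *Diap2* (0.31 and 0.34) rose in both mutants, and *casp*, a negative regulator, fell by 0.46 and 0.65. These 3 were named after their values were seen. In the rescue 1 was higher and 9 lower (2 and 12 adjusted over the list alone) against *tbph*Δ23 and 1 was higher and 11 lower (1 and 12 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 9.83e-04, and adjusted p = 0.19 with an estimated correlation and adjusted p = 1.83e-04, and adjusted p = 0.138 with an estimated correlation). *PGRP-LC*, *PGRP-SD* and *Tak1* are among the 6 listed genes with no probe set named for a single gene.
For the 15 Toll genes, 8 were higher and 1 lower (10 and 1 adjusted over the list alone) in *tbph*Δ23 and 6 were higher and 2 lower (8 and 2 adjusted over the list alone) in *tbph*Δ142. The list shifted up in *tbph*Δ23 (adjusted p = 0.00216, and adjusted p = 0.199 with an estimated correlation), and its shift in *tbph*Δ142 (adjusted p = 0.0404, and adjusted p = 0.301 with an estimated correlation) did not pass without *w1118* replicate 1 (0.0823) or *tbph*Δ142 replicate 3 (0.0735), with array medians centred (0.0625) or with the brightest probe set (0.142). Nor did it without 3 antennal arrays, a setting chosen after seeing the data (0.0539). *spirit*, a protease of the pathway, rose by 1.13 in *tbph*Δ23, and the serpin gene *nec* by 0.46 and 0.39. Against *tbph*Δ23 the rescue had 1 higher and 8 lower (2 and 10 adjusted over the list alone), and against *tbph*Δ142 1 higher and 6 lower (1 and 6 adjusted over the list alone), with *Hayan* (-1.50) and *cact* (-0.98) lower than in *tbph*Δ23 (adjusted p = 0.00206, and adjusted p = 0.199 with an estimated correlation; adjusted p = 0.00854, and adjusted p = 0.221 with an estimated correlation).

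**Figure D3:**
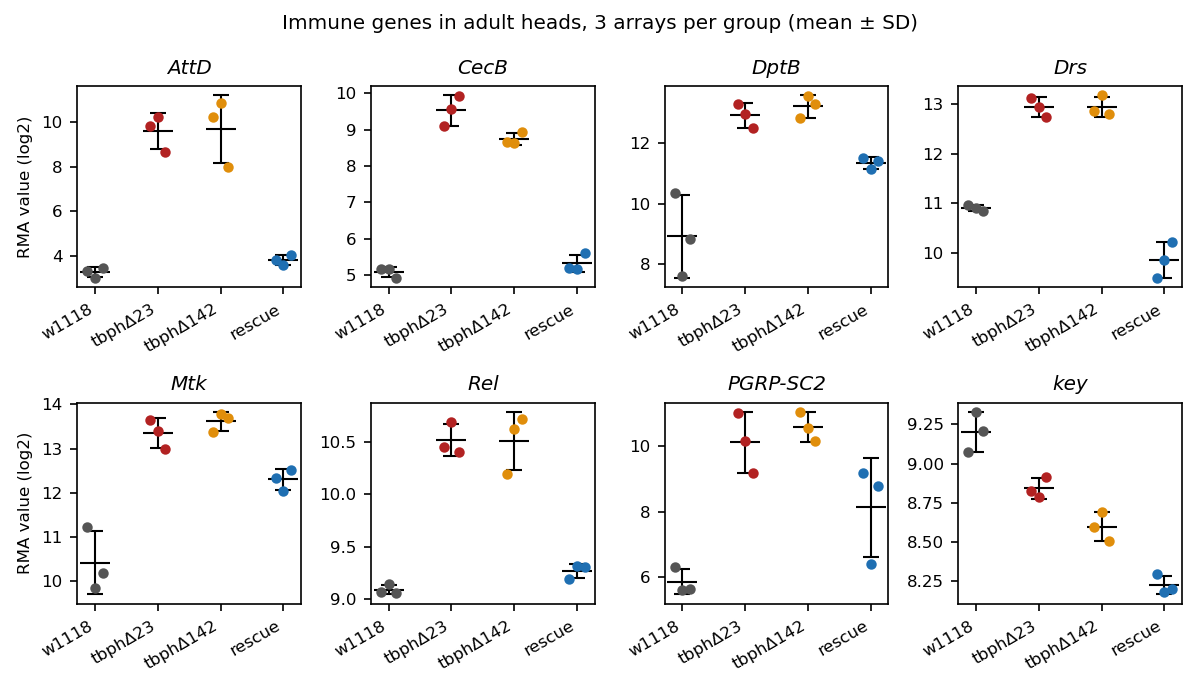
Log2 values of *AttD*, *CecB*, *DptB*, *Drs*, *Mtk*, *Rel*, *PGRP-SC2* and *key* on the 3 arrays of each group, with the mean and SD as a bar. *AttD*, *CecB* and *Rel* are near *w1118* in the rescue, *DptB*, *Mtk* and *PGRP-SC2* lie between the mutants and *w1118*, and *key* falls from 9.20 in *w1118* to 8.22 in the rescue.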

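Among the lists with at least 5 core members, the antimicrobial peptides were reversed most completely, all 6 of 6 (adjusted p = 0.00221, Fisher's exact test within the core, where 454 of 1896 genes were reversed). This call was lost without *tbph*Δ23 replicate 1 (0.0817), *tbph*Δ23 replicate 2 (0.0578) or rescue replicate 2 (0.0730), where fewer of the 6 passed every comparison. It was lost too without 3 antennal arrays, a setting chosen after seeing the data (0.0604), and stood at 0.0448 where genes and lists had to pass an adjusted p under 0.01. The proteasome went the other way, with 0 of 27 reversed and 27 moved further from control (adjusted p = 0.00572). The test takes these genes as independent, although the subunits move together over the arrays. Among core Imd genes 5 of 11 were reversed, namely *PGRP-LB*, *PGRP-LF*, *PGRP-SC2*, *pirk* and *Rel* (adjusted p = 0.352). Bomanins and related peptides had 4 of 6 reversed (adjusted p = 0.0962), as did Toll genes, namely *Hayan*, *cact*, *nec* and, named after its values were seen, *dl* (adjusted p = 0.0962). Without *tbph*Δ23 replicate 3, Imd genes (0.0153) and Bomanins (0.0495) passed. Toll genes passed without *w1118* replicates 1, 2 or 3 (0.0378, 0.0275 and 0.0369), *tbph*Δ23 replicates 1 or 2 (0.0134 and 0.0465), *tbph*Δ142 replicates 1 or 2 (0.00749 and 0.0303) or rescue replicate 3 (0.0239). They also passed with array medians centred (0.0370), a mean trend and robust variance (0.0419), fits of the groups alone (0.0206) and without the 3 antennal arrays (0.0152), and Imd genes with a fold threshold of 1.5 (0.00435). For the mitochondrial ribosome it was 10 of 30 (adjusted p = 0.478), for detoxification enzymes 12 of 38 (adjusted p = 0.478) and for cuticle proteins 7 of 24 (adjusted p = 0.845). With all arrays 2 of the 12 lists passed, and lists with few core members can pass only if nearly all of them are reversed. From the nested comparison, in which Toll and Imd signaling was the pathway enriched among reversed genes, the paper concludes that innate immune signaling is the most selectively reversible part of the mutant transcriptome.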

### 2.4. relish and Downstream AMPs Are Induced in tbph Mutants and Reverted upon TBPH Re-Expression

To validate the transcriptional alterations identified by microarray, we performed qRT-PCR on selected components of the Relish-dependent innate immune pathway in adult heads. Consistent with the microarray data, *relish* mRNA levels were significantly elevated in both *tbph*^Δ23^ and *tbph*^Δ142^ mutants compared to *w*^1118^ controls (Figure 5A). Expression of the *Drosophila* ortholog of human TDP-43 (60 h induction) reduced *relish* transcript levels toward control values, demonstrating that the observed activation is functionally reversible.

Canonical AMP genes downstream of Relish—Attacin C, Drosomycin, and Metchnikowin—were strongly upregulated in both mutant lines, consistent with activation of the Imd/Relish axis (Figure 5B). Upon rescue, AMP expression showed a consistent downward trend across all tested targets, supporting coordinated attenuation of the pathway.

Together, these results independently validate the microarray findings and confirm that TBPH loss induces a Relish-dependent innate immune transcriptional program in adult heads, the activation of which is dampened by TBPH re-expression.

### 2.5. Genetic and Biochemical Evidence Linking TBPH Dysfunction to Relish-Dependent Immune Activation and Locomotor Impairment

To assess the functional contribution of Relish-dependent immune activation to the behavioral phenotype associated with TBPH dysfunction, we performed genetic interaction experiments using a hypomorphic *tbph* allele (*tbph*^Δ23^, *elav*-GAL4/+; UAS-Dcr2, UAS-TBPH RNAi/+) [30]. Because *tbph* null mutants show severely compromised locomotion that saturates the climbing assay and masks modifier effects, this hypomorphic background preserves a measurable motor window in which climbing ability was assessed at 4 days of age as an index of motor function. Hypomorphic flies displayed significant impairment in negative geotaxis compared to *w*^1118^ controls (Figure 6A), and genetic reduction in Relish (*relish*^E20^ heterozygous background) partially rescued locomotor performance, establishing a causal link between *tbph* dysfunction and Relish-dependent signaling in vivo. Although relE20/+ animals were not independently assayed in the present study, this configuration has been reported not to affect locomotor performance in otherwise wild-type flies [36,37], making haploinsufficiency of relish an unlikely confounding factor.

To investigate whether this interaction reflects a direct molecular relationship, we performed RNA immunoprecipitation on adult head extracts. TBPH immunoprecipitates showed significant enrichment of *relish* transcripts compared to the RNA-binding–deficient TBPH^F/L^ mutant control (Figure 6B and Figure S5), while a negative control transcript (*rpl11*) showed no enrichment, confirming specificity. Enrichment of *syntaxin 1A* (*syx1A*), a known TBPH target [32], was used to validate the assay.

Together, these data support a model in which TBPH associates with *relish* mRNA, restraining its expression and downstream immune activation and consequent locomotor deficits.

## 3. Discussion

Using a *tbph* loss-of-function model, we identify aberrant Imd–Relish (NF-κB) activation as the dominant rescue-sensitive transcriptional consequence of *tbph* deficiency, supported by pathway reversal upon neuronal TBPH re-expression and by genetic and biochemical validation. These findings indicate that immune dysregulation is not merely an associated feature of TDP-43 pathology but part of the molecular cascade through which neuronal dysfunction is produced.

### 3.1. TBPH Restrains Relish-Dependent Innate Immune Signaling

Across independent *tbph* alleles, Imd/Relish signaling and Relish-dependent AMPs are induced, and this module is selectively attenuated by neuronal TDP-43 homologue re-expression. Functionally, Relish reduction ameliorates locomotor impairment, and TBPH associates with *relish* mRNA, supporting post-transcriptional regulation. While Relish protein cleavage and nuclear translocation were not directly assessed—and this represents a direction for future work—coordinated induction of *relish* and AMP targets across two independent alleles, their attenuation upon neuronal TBPH re-expression, and locomotor rescue by Relish reduction provide convergent functional evidence for Relish-dependent transcriptional activation. This interaction is consistent with the broader view of TDP-43 as a multifaceted post-transcriptional regulator beyond cryptic splicing control.

Beyond the immune module, the broader mutant transcriptional signature encompassed coordinated downregulation of proteostasis and synaptic programs, consistent with established roles of TDP-43 in neuronal maintenance across species and model systems [3,4,9,24,38,39,40,41,42,43]. The selective rescue of the immune module, however, positions Imd–Relish activation as the most functionally reversible and mechanistically proximal consequence of TBPH deficiency. Several non-mutually exclusive mechanisms likely contribute to this selectivity. First, *relish* mRNA is associated with TBPH (Figure 6B), whereas the proteostasis transcripts are more plausibly repressed as a secondary consequence of proteotoxic stress arising during the LOF state: accumulation of misfolded substrates and depletion of the free ubiquitin pool engage integrated stress and unfolded-protein responses that themselves suppress biogenesis programs, and this substrate backlog can persist beyond 60 h, sustaining repression of the proteostasis module independently of TBPH availability. Second, the rescue paradigm is by design neuron-restricted (*elav*-GS-GAL4), whereas the transcriptomic readout integrates contributions from glia, fat body, and hemocyte populations that remain TBPH-deficient. Together, these considerations frame Imd–Relish activation as the most directly reversible output of TBPH loss and motivate a closer examination of how TDP-43 intersects with NF-κB signaling in neurodegeneration.

Previous studies have linked TDP-43 dysfunction to immune overactivation: neuronal TDP-43 overexpression induces innate immune genes, and suppression of Toll/Dif or Imd/Relish signaling mitigates toxicity [22]. Inhibition of MEK/ERK signaling reduces AMP induction and improves phenotypes in TDP-43 models [23], positioning immune activation downstream of stress kinase pathways. Our loss-of-function data complement these findings by identifying Relish-dependent immunity as a primary and reversible output of TBPH deficiency. Three important considerations deserve mention. First, the constitutive *tbph* null is absent throughout development, whereas TDP-43 dysfunction in ALS is adult-onset; the ~76% of the mutant core not reversed by rescue likely includes developmental and compensatory changes, and adult-stage restricted knockdown would more directly model disease context. Second, the whole-head transcriptomic readout integrates contributions from multiple cell types while the rescue is neuron-specific, so the rescue-sensitive signature captures the neuronal component but does not exclude glial or humoral contributions. Third, the microarray rescue experiment lacked driver-only and UAS-only RU486 controls, and a formal contribution of GeneSwitch activity to the rescue signature cannot be excluded. Furthermore, although the GAL4/UAS system provides a controlled means to drive TBPH re-expression, it does not fully recapitulate the chromatin and regulatory context of endogenous promoters, and conclusions should be interpreted within the limits of this heterologous expression system. Nevertheless, the convergence of qPCR, genetic rescue by Relish heterozygosity, and RIP provides independent support for the biological specificity of the finding.

### 3.2. TDP-43, NF-κB, and Innate Immunity in Neurodegeneration

In mammalian systems, TDP-43 pathology engages innate immunity through multiple converging mechanisms. Cytoplasmic TDP-43 promotes mitochondrial DNA release and cGAS–STING activation [13], TDP-43 depletion induces PKR-dependent immune activation via dsRNA accumulation [14], and extracellular or aggregated TDP-43 activates microglial NF-κB and NLRP3 inflammasome pathways [15]. Our data add an upstream regulatory dimension by identifying *relish* mRNA as a TBPH-associated transcript and demonstrating genetic suppression of behavioral deficits via Relish reduction. In ALS, NF-κB signaling contributes to motor neuron toxicity through glial activation [16], NF-κB pathway activation is genetically and environmentally linked to ALS risk [44], and neuroinflammatory mechanisms drive disease progression [12]. Positioning TDP-43 upstream of NF-κB regulation suggests that immune dysregulation may be embedded within the primary molecular consequences of TDP-43 loss rather than representing a downstream stress response. Chronic NF-κB activation and sterile innate immune pathways, including nucleic-acid sensing and inflammasome activation, are increasingly recognized as shared drivers across ALS and related neurodegenerative conditions [45], further supporting the relevance of this regulatory axis. Although the immune signature identified here likely reflects integrated multi-tissue responses given the whole-head transcriptomic approach, the attenuation of immune gene induction by neuronal TBPH re-expression, together with evidence that glial TDP-43 expression independently induces inflammatory phenotypes and neurodegeneration in *Drosophila* [46,47], supports a model in which neuronal TBPH loss is sufficient to drive broader inflammatory activation.

Collectively, these findings support a conserved model in which TDP-43/TBPH maintains innate immune equilibrium by restraining NF-κB/Relish signaling at the RNA level. Loss of this control permits chronic immune activation contributing to neurodegenerative phenotypes, whereas re-expression restores immune balance. Therapeutically, this axis appears actionable: inhibition of NF-κB-inducing kinase (NIK) improves motor performance in ALS models [48], neuron-specific NF-κB inhibition mitigates behavioral and pathological alterations in TDP-43 contexts [49], and pharmacological NF-κB inhibition ameliorates motor and inflammatory phenotypes in ALS-CSF paradigms [50], reinforcing NF-κB modulation as a disease-modifying axis.

In summary, we identify Relish-dependent innate immune activation as a central, reversible, and mechanistically grounded component of TBPH-mediated neurodegeneration, bridging *Drosophila* genetics with conserved inflammatory pathways implicated in TDP-43 proteinopathies.

## 4. Materials and Methods

### 4.1. Microarray Processing and Normalization

Raw Affymetrix CEL files (Drosophila Genome 2.0 Array; platform Drosophila_2) were imported into R and processed using Bioconductor [51]. Background correction, quantile normalization, and probe-level summarization were performed using the Robust Multi-array Average (RMA) algorithm [52], generating log2-transformed expression values stored in an ExpressionSet object. Quality control was assessed by inspection of expression distributions and replicate clustering. As with any microarray-based approach, transcript coverage is limited relative to RNA sequencing, and isoform-level or splicing changes cannot be resolved.

### 4.2. Probe Annotation and Gene-Level Summarization

Probe sets were mapped to *Drosophila* gene symbols using the annotation package drosophila2.db via annotate::getSYMBOL(). Probes lacking gene annotation were excluded. When multiple probe sets mapped to the same gene, expression values were collapsed to the gene level by median aggregation across probes, providing robust gene-level estimates.

### 4.3. Differential Expression Analysis

Differential expression analysis was performed using the limma package (version 3.66.0.) [53]. Linear models were fitted with lmFit() and moderated using empirical Bayes shrinkage (eBayes). Pairwise contrasts included: *tbph*^Δ23^ vs. *w*^1118^; *tbph*^Δ142^ vs. *w*^1118^; rescue vs. *tbph*^Δ23^; rescue vs. *tbph*^Δ142^. Genes were considered significantly differentially expressed at FDR < 0.05 (Benjamini–Hochberg correction).

### 4.4. Definition of Shared and Rescued Gene Sets

Genes significantly dysregulated in both mutants relative to control and exhibiting the same direction of change were defined as the shared mutant signature (core 2031). Genes from this shared set that were significantly and oppositely regulated in both rescue comparisons were defined as fully rescued genes (core 496). No additional fold change threshold was applied; inclusion was based solely on FDR < 0.05 and concordant direction of regulation across alleles.

### 4.5. Functional Enrichment Analysis

Gene Ontology (GO) over-representation analysis was performed using clusterProfiler [54,55] for Biological Process (BP), Molecular Function (MF), and Cellular Component (CC) categories. Enriched GO terms were ranked by adjusted *p*-value (FDR), and the top terms were displayed as bar plots, where bar length represents gene count, and bar color encodes enrichment significance using a continuous blue-to-red gradient corresponding to −log10(FDR). KEGG pathway enrichment was conducted using enrichKEGG for *Drosophila melanogaster* (dme), with gene symbols converted to Entrez IDs via (https://bioconductor.org/packages/org.Dm.eg.db, version number 3.22.0 and accessed on 1 February 2026). Significance was defined as adjusted *p*-value (BH) < 0.05. Background gene sets consisted of all genes tested in differential expression analyses [56].

### 4.6. Pathway Visualization

Differential expression values were mapped onto the KEGG Toll and Imd signaling pathway (dme04624) using the pathview package (version 1.50.0) [57]. Gene-level log2 fold-changes were visualized using a blue–white–red color scale (blue = downregulated, red = upregulated). Separate pathway diagrams were generated for mutant vs. control and rescue vs. mutant contrasts.

### 4.7. Heatmap Visualization

Heatmaps were generated using pheatmap. Expression values were z-score-scaled per gene prior to visualization. Samples were ordered by genotype. Heatmaps were produced for the top 300 highest expressed genes and shared mutant signature (core 2031) in Supplementary Figure S2 and the *relish* module in Supplementary Figure S4.

### 4.8. Statistical Environment

All analyses were performed in R using Bioconductor packages, including limma, clusterProfiler, org.Dm.eg.db, drosophila2.db, pathview, and pheatmap. Multiple testing correction was performed using the Benjamini–Hochberg method.

### 4.9. Fly Strains and Maintenance

The following fly strains were used in this study: *w*^1118^-*w*;*tbph*^Δ23^/CyO-GFP (BDSC#93599)-*w*;*tbph*^Δ142^/CyO-GFP (BDSC#93600)-*w*;UAS-TBPH/CyO (BDSC#93601)-*w*;;UAS-TBPH^F/L^/TM6b (BDSC#93781)-*w*;*elav*-GAL4/CyO-*w*;;*elav*-GS-GAL4 (BDSC#43642)-*w*;*rel*^E20^ (BDSC#9457)-*w*;;UAS-Dcr2-*w*;;UAS-TBPH-RNAi (VDRC ID38379). Stocks were maintained on standard cornmeal medium at 25 °C under a 12 h light/dark cycle.

### 4.10. Feeding of Adult Flies with RU486

RU486 was diluted to the desired final concentration (5 mM) in 2% sucrose, and the resulting solution was applied to the surface of standard cornmeal medium. Newborn adults were collected and subsequently transferred to vials containing the drug-supplemented medium.

### 4.11. Climbing Assay

One-day-old adult flies (equal numbers of males and females) were collected and transferred to fresh food vials under standard rearing conditions. Locomotor performance was assessed on day 4 using a negative geotaxis assay. Briefly, flies were placed in a 50 mL graduated glass cylinder marked into three 5 cm intervals. After a 30 s acclimation period, flies were gently tapped to the bottom of the cylinder, and the number of individuals reaching the upper section (>10 cm) within 15 s was recorded. Three independent trials were performed per vial, and the mean value was calculated. In total, 20 flies per single vial were tested, and a minimum of 100 flies per genotype were analyzed.

### 4.12. RNA Extraction and cDNA Synthesis

Total RNA was isolated from whole adult heads using TRIzol reagent (Cat. #15596026, Invitrogen (Thermo Fisher Scientific, Waltham, MA, USA)) according to the manufacturer’s instructions. Genomic DNA contamination was removed using the TURBO DNA-free™ Kit (Cat. #AM1907, Thermo Fisher Scientific (Waltham, MA, USA)). First-strand cDNA synthesis was performed using either SuperScript™ VILO™ Master Mix (Thermo Fisher Scientific) or the SuperScript™ III First-Strand Synthesis System (Cat. #18080-051, Invitrogen), according to the manufacturers’ instructions.

### 4.13. Quantitative Real-Time PCR (qRT-PCR)

Quantitative real-time PCR was performed using Platinum™ SYBR™ Green qPCR SuperMix (Cat. #11744-100, Invitrogen) on a CFX96 Real-Time PCR Detection System (Bio-Rad (Hercules, CA, USA)). Relative gene expression levels were calculated using the endogenous reference genes indicated below. The following primers were used (some primer sequences were originally described by [58]):
**TARGET****SPECIES****FORWARD (5′–3′)****REVERSE (5′–3′)****T_MEL_** **_AMPLICON_***relish**D. mel*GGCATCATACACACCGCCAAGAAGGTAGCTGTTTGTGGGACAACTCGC83 °C*syx1a**D. mel*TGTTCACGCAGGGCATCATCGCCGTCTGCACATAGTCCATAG87 °C*rpl11**D. mel*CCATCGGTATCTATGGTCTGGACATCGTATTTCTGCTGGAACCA86 °C*metchnikowin**D. mel*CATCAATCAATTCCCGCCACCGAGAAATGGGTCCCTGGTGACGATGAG82 °C*attacin c**D. mel*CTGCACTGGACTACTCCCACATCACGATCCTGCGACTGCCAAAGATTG83 °C*drosomycin**D. mel*AGTACTTGTTCGCCCTCTTCGCTG CCTTGTATCTTCCGGACAGGCAGT82 °C*rpl32**D. mel*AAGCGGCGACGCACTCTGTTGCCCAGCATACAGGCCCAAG84.5 °C

Specificity was confirmed by melt curve analysis (single peak, no primer dimers), and no-template controls yielded no amplification. Expression levels were normalized to the housekeeping reference gene (*rpl32* [59] or *rpl11)*.

### 4.14. RNA Immunoprecipitation

Flash-frozen *Drosophila* heads from *elav*-GAL4/UAS-TBPH and *elav*-GAL4/+; UAS-TBPH^F/L^/+ genotypes were homogenized in immunoprecipitation buffer (20 mM HEPES, 150 mM NaCl, 0.5 mM EDTA, 10% glycerol, 0.1% Triton X-100, 1 mM DTT) supplemented with protease inhibitors (Roche, Cat. #11836170001 (Basel, Switzerland)) using a Dounce homogenizer as previously described [60]. Lysates were cleared by centrifugation at low speed (5 min) to remove debris. Protein G magnetic beads (Cat. #10003D, Thermo Fisher Scientific) pre-coated with anti-FLAG M2 antibody (Cat. #F3165, Sigma-Aldrich (St. Louis, MO, USA)) were incubated with cleared lysates for 30 min at 4 °C. Beads were washed five times with immunoprecipitation buffer, and RNA was subsequently extracted using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.15. Statistical Analysis

Statistical analyses were performed using GraphPad Prism (version 10.2.3, GraphPad Software, San Diego, CA, USA). Comparisons were conducted using one-way ANOVA followed by Bonferroni’s post hoc test or two-tailed Student’s *t*-test, as appropriate. Data are presented as mean ± standard error of the mean (SEM). Statistical significance was defined as follows: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

## Figures and Tables

**Figure 1:**
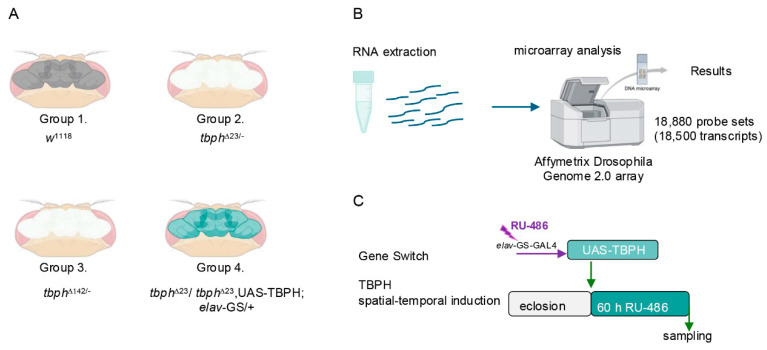
Experimental design for microarray analysis in the Drosophila TBPH mutant model. (**A**) Schematic representation of the four experimental groups used for transcriptomic profiling of adult head tissues. Group 1, wild-type control (*w*^1118^); group 2, *tbph*^Δ23^ null mutant; group 3, *tbph*^Δ142^ null mutant; group 4, conditional pan-neuronal rescue (*tbph*^Δ23^, UAS-TBPH/*tbph*^Δ23^; *elav*-GS-GAL4). (**B**) Workflow of the transcriptomic analysis. Total RNA was extracted from adult head tissues and subjected to microarray analysis using the Affymetrix *Drosophila* Genome 2.0 Array, comprising 18,880 probe sets covering approximately 18,500 transcripts. (**C**) Conditional induction strategy for pan-neuronal TBPH re-expression. In *tbph*^Δ23^ mutants carrying *elav*-GS-GAL4 and UAS-TBPH, TBPH expression was induced by administration of RU-486 immediately after eclosion and maintained for 60 h prior to sampling, enabling temporally controlled and neuron-specific rescue.

**Figure 2:**
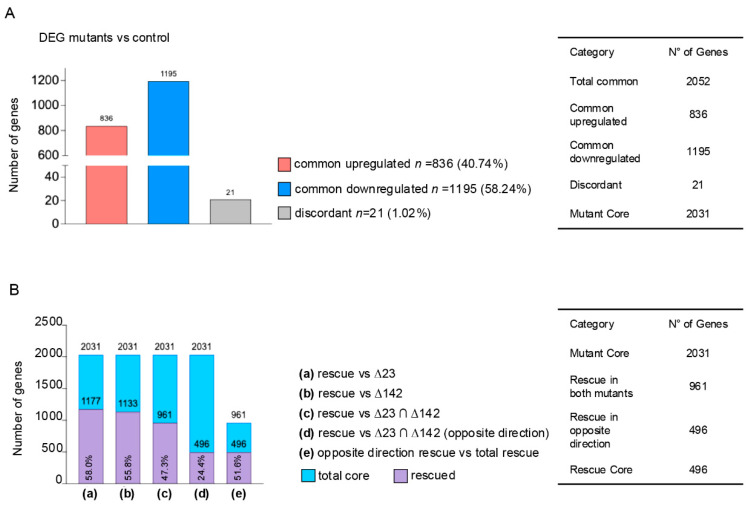
Comparative differential gene expression analysis of DEG mutants relative to control. (**A**) Overlap of differentially expressed genes (DEGs) between ∆23 (*tbph*^∆23/∆23^) vs. control (*w*^1118^) and ∆142 (*tbph*^∆142/∆142^) vs. control (*w*^1118^). Bar plot shows the number of genes commonly regulated in both mutants relative to control: 836 commonly upregulated genes, 1195 commonly downregulated genes, and 21 discordant genes exhibiting opposite directions of regulation between mutants. The summary table (right) reports the numerical distribution of genes across categories. (**B**) Rescue analysis of shared DEGs. Stacked bar plots display the total number of mutant commonly regulated genes (*n* = 2031 per comparison, excluding discordant genes) and the subset rescued under different genetic conditions: (a) rescue vs. Δ23, (b) rescue vs. Δ142, (c) rescue vs. Δ23 ∩ Δ142 (both mutants), (d) rescue vs. Δ23 ∩ Δ142 with opposite direction in rescue compared to mutants, and (e) opposite direction rescue vs. total rescue. Cyan bars represent the total shared DEG core, and purple bars indicate the number of genes rescued in each condition (percentage reported for each). The summary table (right) reports the numerical distribution of genes across categories.

**Figure 3:**
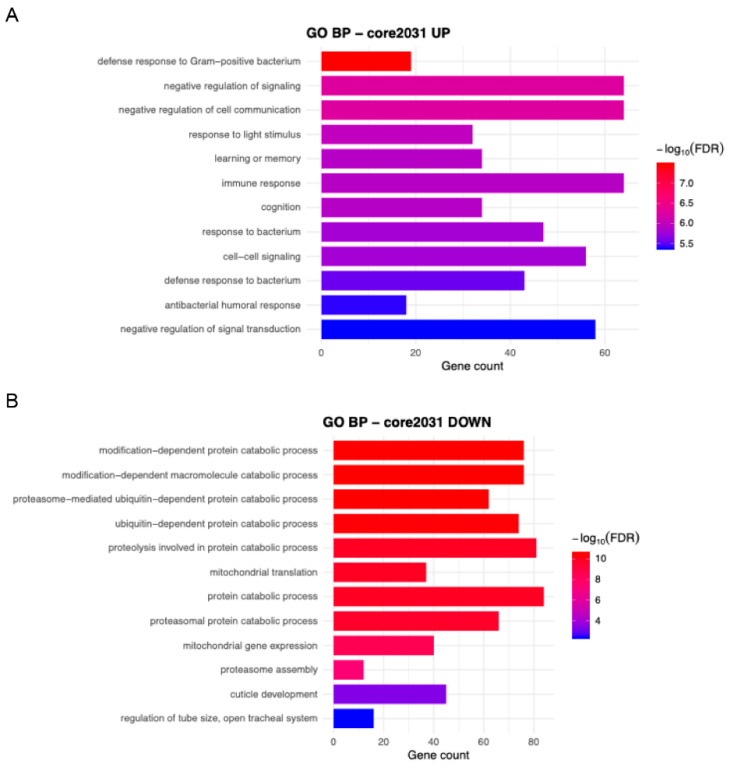
Gene Ontology (GO) enrichment analysis of concordantly regulated genes in *tbph*^Δ23^ and *tbph*^Δ142^ mutants relative to *w*^1118^. (**A**) GO BP terms enriched among genes commonly upregulated in both *tbph* mutants. Enriched categories are dominated by immune and stress-associated processes, including defense response to Gram-positive bacterium, immune response, antibacterial humoral response, response to bacterium, and regulation of cell communication and signaling. (**B**) GO Biological Process (BP) terms enriched among genes commonly downregulated in both *tbph* mutant backgrounds. Enriched categories are predominantly related to proteostasis and metabolic functions, including ubiquitin-dependent protein catabolic processes, proteasome-mediated protein catabolism, proteasome assembly, protein catabolic processes, mitochondrial translation, and proteolysis. In both panels, bar length indicates gene count, and color denotes −log10(FDR-adjusted *p*-value.

**Figure 4:**
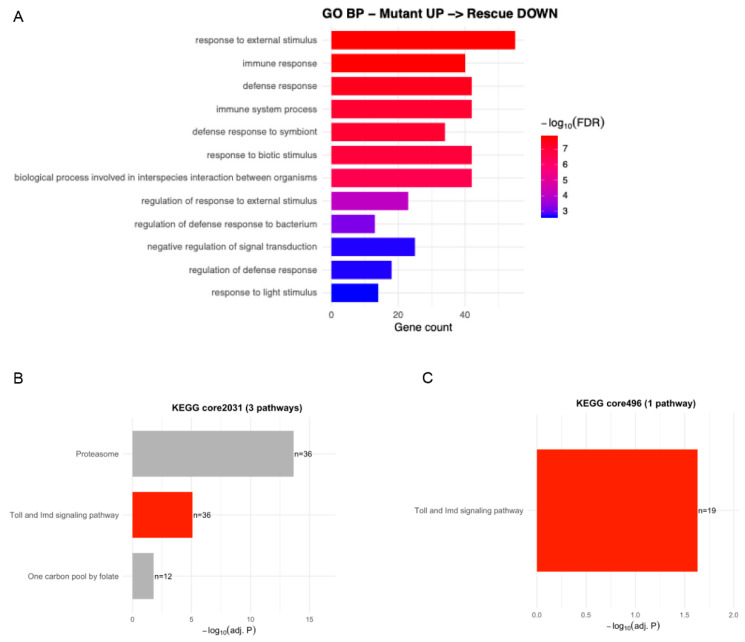
GO and KEGG enrichment identify innate immune signaling as the selectively rescued module. (**A**) GO Biological Process (BP) enrichment analysis of genes oppositely regulated in the rescue background relative to *tbph* mutants. Enriched categories are dominated by immune- and defense-related processes, including immune response, defense response, immune system process, response to external stimulus, and regulation of defense response. Bar length indicates gene count, and color denotes −log10(FDR-adjusted *p*-value). (**B**) KEGG pathway enrichment analysis of the shared 2031-gene mutant core. Three pathways are significantly enriched: proteasome, Toll and Imd signaling pathway, and one carbon pool by folate. Bar length indicates −log10(adjusted *p*-value), and numbers denote gene counts per pathway. (**C**) KEGG pathway enrichment analysis of the 496 rescue-reversed genes. Toll and Imd signaling pathway is the only significantly enriched pathway in this subset.

**Figure 5:**
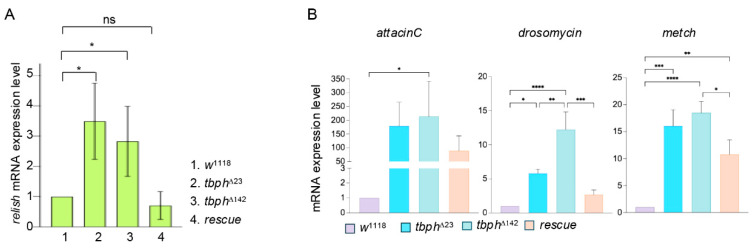
qPCR validation of Relish pathway activation and rescue in adult heads. (**A**) Quantitative PCR (qPCR) analysis of *relish* transcript levels in adult heads from *w*^1118^, *tbph*^Δ23^, *tbph*^Δ142^, and rescue flies (*tbph*^Δ23^, UAS-TBPH/*tbph*^Δ23^; *elav*-GS-GAL4). Expression levels were normalized to *rpl32*. Data represent mean ± SEM (*n* = 3 biological replicates). (**B**) qPCR analysis of canonical downstream targets of Relish signaling in adult heads: *Attacin C*, *Drosomycin*, and *Metchnikowin*. Expression levels were normalized to *rpl32.* Data represent mean ± SEM (*n* = 3 biological replicates). Statistical significance was assessed by one-way ANOVA (ns = not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 6:**
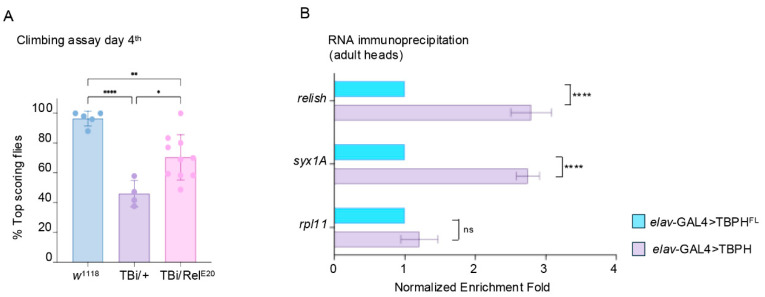
Genetic and biochemical evidence linking TBPH to Relish-dependent immune activation. (**A**) Negative geotaxis performance was assessed at 4 days of age. TBi/+ animals (*tbph*^Δ23^, *elav*-GAL4/+; UAS-Dicer2,UAS-TBPH-IR/+) show a significant reduction in climbing ability compared to *w*^1118^ controls, whereas TBi/Rel^E20^ animals (*tbph*^Δ23^, *elav*-GAL4/Rel^E20^; UAS-Dicer2, UAS-TBPH-IR/+) display partial rescue of motor performance. Data represent >100 flies per group. (**B**) RNA-immunoprecipitation (RIP) from adult heads. Normalized enrichment fold from RIP assays assessing interaction of neuronal TBPH protein with *relish* and *syntaxin 1A* (*syx1A*) mRNAs. *elav*-GAL4>TBPH (*elav*-GAL4/UAS-TBPH) shows strong and significant enrichment of both *relish* and *syx1A* compared to *elav*-GAL4>TBPH^FL^ (*elav*-GAL4/+;UAS-TBPH^FL^) control, whereas *rpl11* serves as a non-significant negative control. Data represent mean ± SEM (*n* = 3 biological replicates). Statistical significance is indicated (ns = not significant, * *p* < 0.05, ** *p* < 0.01, **** p < 0.0001).

## Data Availability

The microarray data are deposited in GEO, using the GSE330574 accession number.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms27125359/s1.

# Supplementary material for: Loss of TDP-43 Drives Innate Immune Activation Through Relish in Drosophila
**Source:** Int J Mol Sci. 2026 Jun 13;27(12):5359. doi: 10.3390/ijms27125359
**Supplement:** Supplementary file 1

## Supplementary Materials

# Loss of TDP-43 Drives Innate Immune Activation through Relish in *Drosophila*

Giulia Romano<sup>1</sup>, Raffaella Klima<sup>1</sup>, Fabian Feiguin<sup>2</sup>.

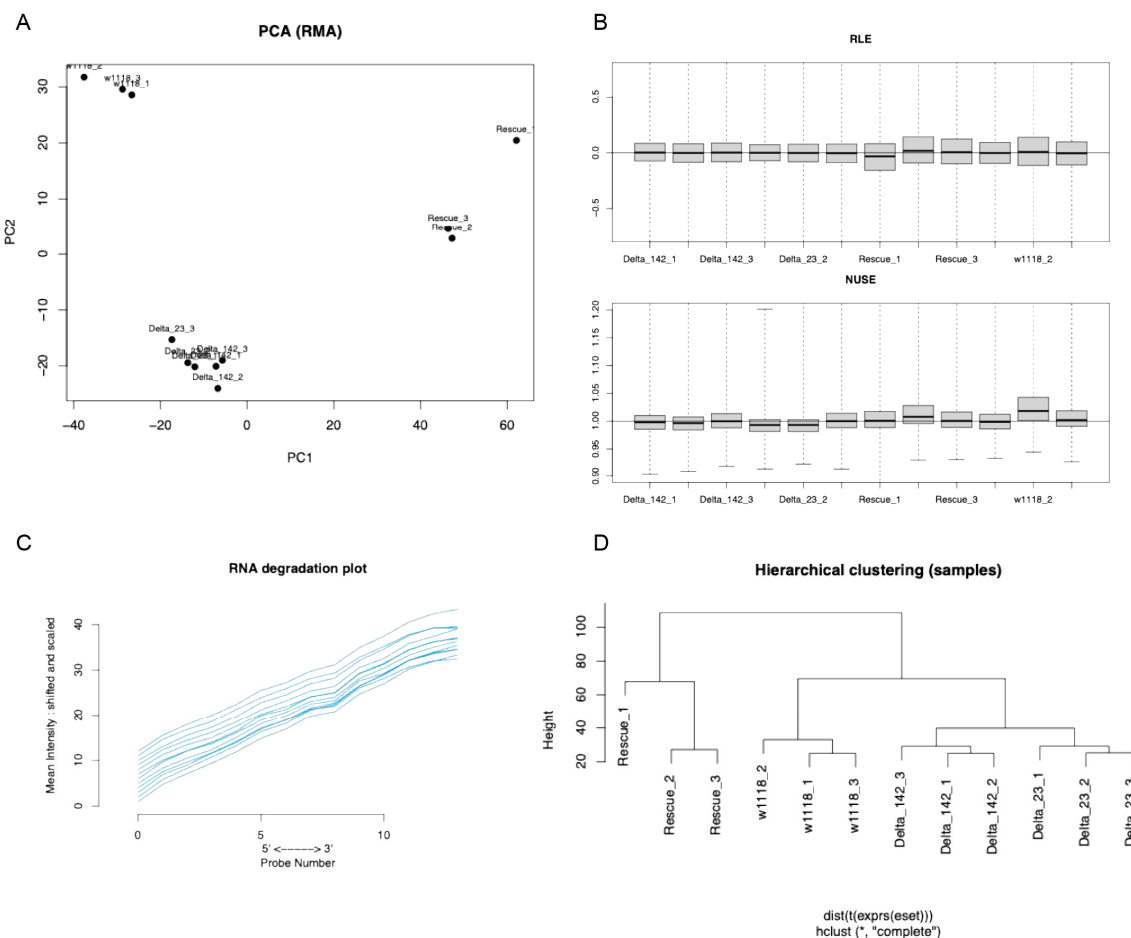

**Supplementary Figure S1. Microarray quality control.** (A) Quality assessment of RMA-normalized microarray data. PCA shows clear sample grouping according to genotype. (B) RLE and NUSE boxplots display centred distributions with limited variability across arrays, indicating good normalization and technical consistency. (C) The RNA degradation plot shows comparable degradation trends among samples. (D) Hierarchical clustering (1

– Pearson correlation, complete linkage) further confirms appropriate sample clustering without evident outliers.

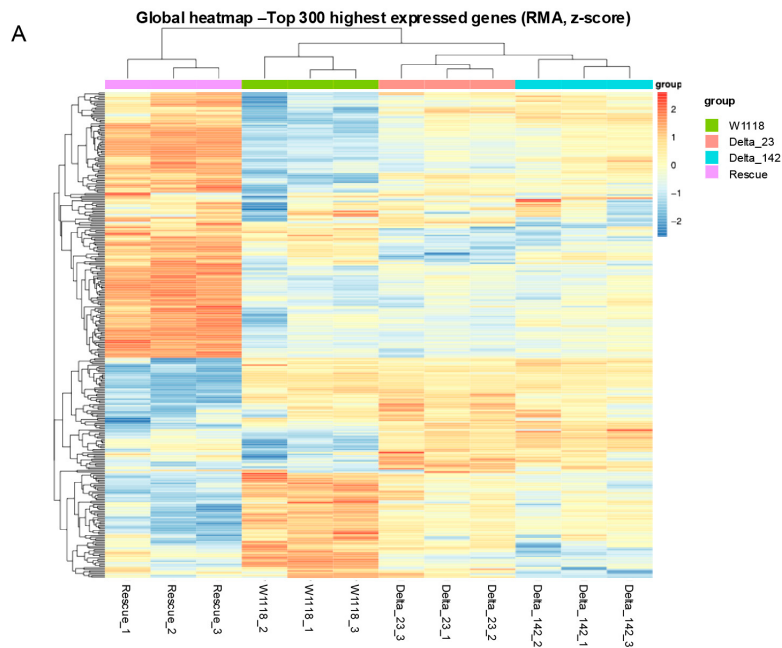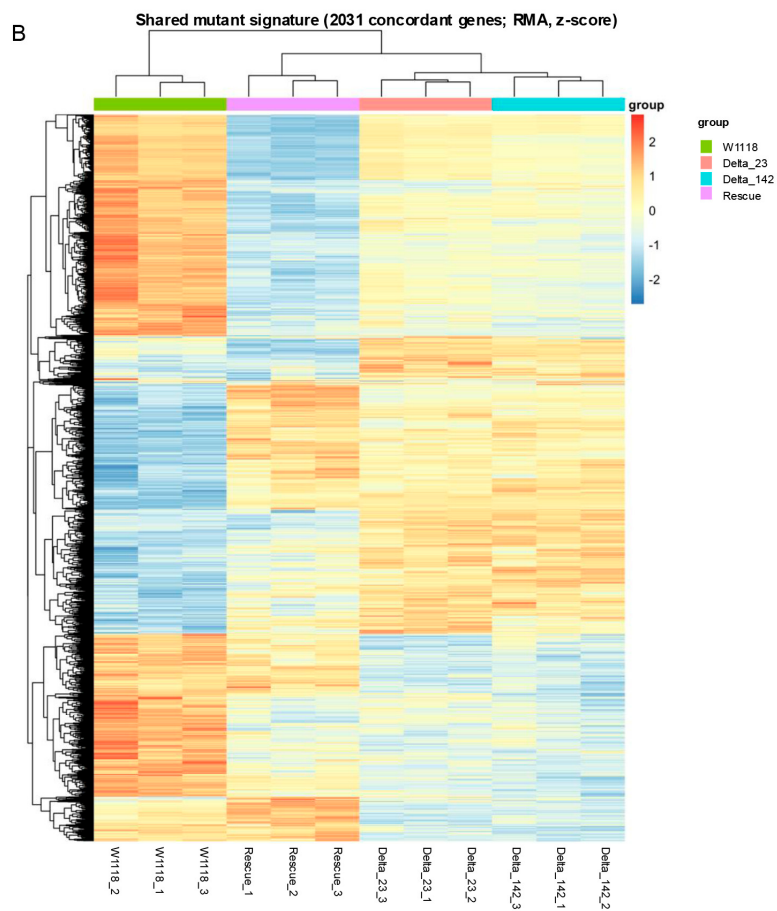

**Supplementary Figure S2. Global and shared mutant transcriptomic signatures.** (A) Hierarchical clustering heatmap of the top 300 most highly expressed genes across all samples (RMA-normalized, z-score scaled). Columns represent biological replicates of *w<sup>1118</sup>* control (in green), Delta\_23 (*tbph<sup>Δ23</sup>*) (in pink), Delta\_142 (*tbph<sup>Δ142</sup>*) (in light blue), and Rescue (*tbph<sup>Δ23</sup>/tbph<sup>Δ23</sup>,UAS-TBPH;elav-GS-GAL4/+*) (in violet) groups and rows represent individual genes. Color intensity reflects relative expression levels (red, higher; blue, lower). Unsupervised clustering segregates mutant samples ( $\Delta 23$  and  $\Delta 142$ ) from *w<sup>1118</sup>* controls, while Rescue samples cluster closer to controls, indicating restoration of the global transcriptional profile. Replicates within each genotype group cluster tightly, demonstrating high reproducibility. (B) Heatmap of 2031 concordantly regulated genes shared between  $\Delta 23$  and  $\Delta 142$  mutants (RMA-normalized, z-score scaled). Genes shown exclude discordant transcripts and represent the common mutant core signature. Clustering reveals a consistent and highly overlapping transcriptional pattern between  $\Delta 23$  and  $\Delta 142$ , characterized by coordinated up- and downregulation relative to control. Rescue samples display a partial reversion toward the *w<sup>1118</sup>* expression pattern, supporting functional recovery of the shared mutant transcriptional program.

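Over all 11982 genes, rescue arrays lay at a mean Euclidean distance of 82.8 from *w1118*, mutant arrays at 50.8 from *w1118*, and rescue arrays at 70.3 from the mutants, in log2 units. The mean distance between replicates was 23.0 within *w1118* and 48.7 within the rescue. Rescue arrays were thus 1.63 times as far from *w1118* as mutant arrays were, with an SD of 0.186 over the 3 rescue arrays. As 1 minus the Pearson correlation, the distances were 0.0486 for rescue to *w1118*, 0.0181 for mutants to *w1118* and 0.0356 for rescue to mutants. With every gene z-scored they were 187, 157 and 168, and in that tree *w1118* was the first group to part from the others. Genes behind the distance of the rescue from *w1118* include *CG12998* (-6.54, adjusted p = 1.59e-09, limma), *CG34217* (-6.42), *Cpr97Eb* (-5.55), *Cpr62Bc* (-5.98) and *Cpr50Cb* (-5.10), the last 3 encoding cuticle proteins. In all, 4192 genes differed between the rescue and *w1118*, 2030 higher and 2162 lower, a comparison the paper does not list among its contrasts. Which direction had more genes depends on the scaling: there were 2307 higher and 1827 lower with array medians centred, 2232 and 2064 with quantiles equalised again and 2185 and 2158 with array weights.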

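In the 1896 core genes with each gene z-scored, rescue arrays lay at a mean distance of 56.6 from the mutants and 84.2 from *w1118*, and mutant arrays at 79.4 from *w1118*. The first branch of the tree parted *w1118* from the mutants and the rescue together, and 4 clusters were the 4 groups. In the rescue, 479 core genes did not differ from *w1118*. *GstE1* was at 8.91 ± 0.046 (mean log2 ± SD, n = 3), 0.50 above *tbph*Δ23, and *Gnmt* at 11.01 ± 0.63, where neither comparison with a mutant passed, although that with *tbph*Δ23 did without rescue replicate 1 (1.02, adjusted p = 0.0438). *Tektin-C* was 0.47 above *tbph*Δ23 (adjusted p = 0.0318, limma) and still -4.62 from *w1118*. Its rise against *tbph*Δ23 did not pass without *tbph*Δ23 replicate 2 (0.109), *tbph*Δ23 replicate 3 (0.0830) or rescue replicate 1 (0.0691).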

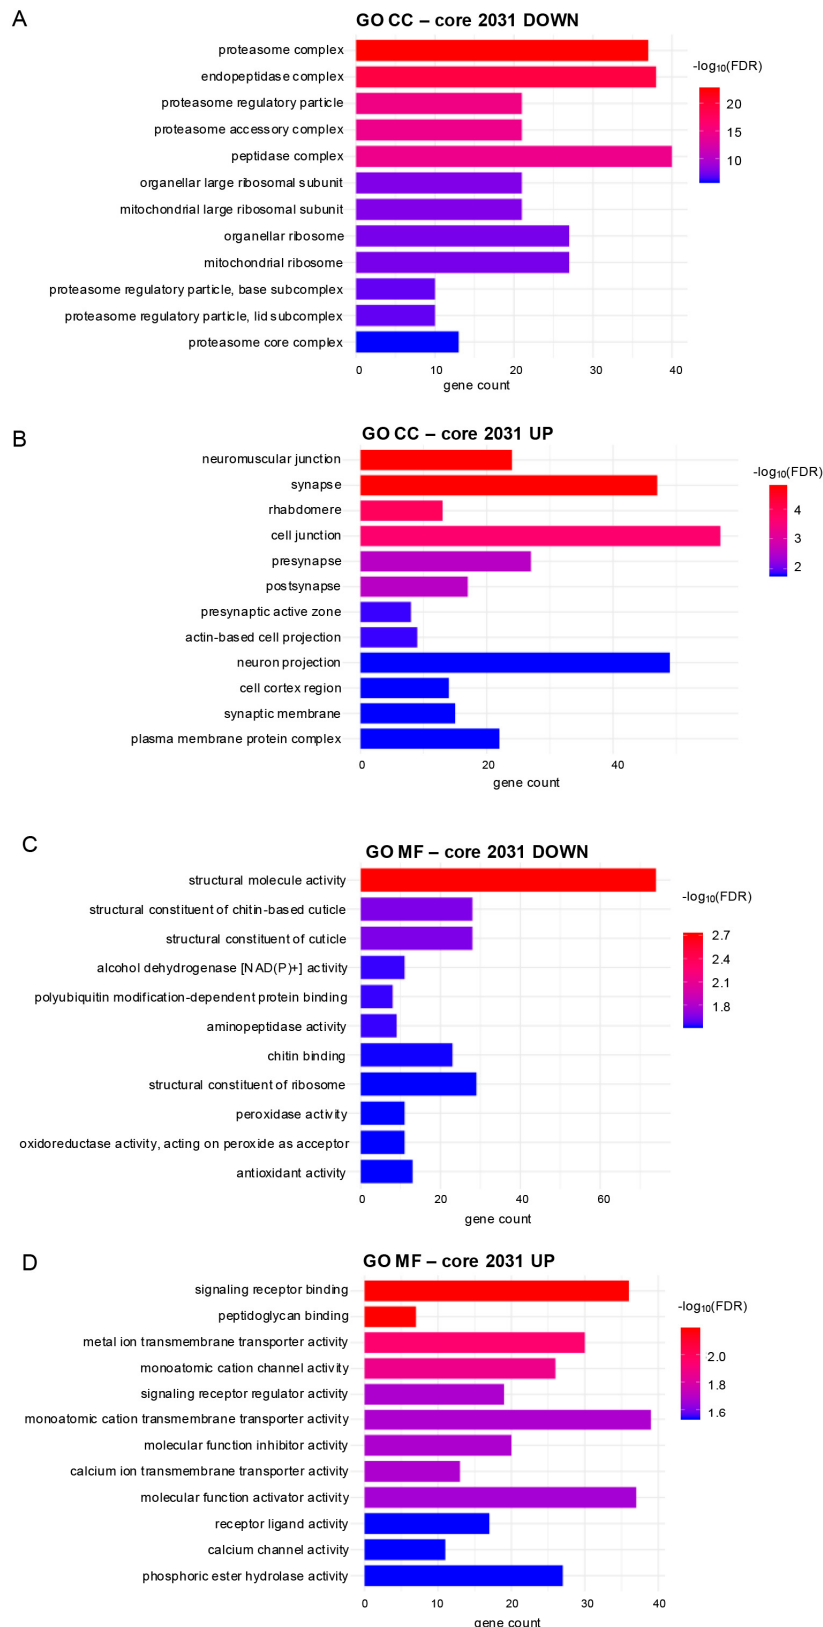

**Supplementary Figure S3. Gene Ontology (GO) Cellular Component and Molecular Function enrichment of the shared mutant transcriptional core.** (A) GO Cellular Component (CC) terms enriched among genes commonly downregulated in both *tbph* mutants. Downregulated genes are significantly associated with proteasome-related complexes (proteasome complex, endopeptidase complex, proteasome regulatory particle), ribosomal subunits (organellar and mitochondrial

ribosome), and mitochondrial compartments, consistent with coordinated suppression of protein degradation and ribosomal machinery. **(B)** GO CC terms enriched among commonly upregulated genes. Enriched compartments include neuronal and synaptic structures such as neuron projection, synapse, pre synapse, post synapse, cell junction, and plasma membrane protein complexes, indicating activation of synaptic and membrane-associated programs. **(C)** GO Molecular Function (MF) terms enriched among downregulated genes. 

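*Cadps*, which encodes a protein that primes dense-core vesicles, rose by 0.42 in *tbph*Δ23 (standard error 0.11, adjusted p = 0.0153, limma) and 0.44 in *tbph*Δ142. *Tomosyn*, a gene for an inhibitor of vesicle release, rose by 0.39 in *tbph*Δ23. The vesicular monoamine transporter gene *Vmat* fell by 0.28 and 0.32. *shi*, the dynamin gene, fell by 0.57 and 1.01 as the median of its probe sets, but was at 0.07 in *tbph*Δ23 with its brightest probe set. The rise of *Cadps* in *tbph*Δ23 did not pass with the brightest probe set (0.23, adjusted p = 0.329), without *w1118* replicate 2 (adjusted p = 0.0604) or without *tbph*Δ23 replicate 3 (0.0535). Of 29 measured genes of the synaptic vesicle and active zone, out of 36 listed names, 4 were higher and 2 lower (4 and 2 adjusted over the list alone) in *tbph*Δ23 and 2 were higher and 4 lower (2 and 4 adjusted over the list alone) in *tbph*Δ142, while 2 in the core were higher and 2 lower. The shift passed in *tbph*Δ23 (adjusted p = 0.0236, and adjusted p = 0.495 with an estimated correlation, camera; 0.123 without *w1118* replicate 2, 0.0694 without *tbph*Δ23 replicate 3, 0.0509 with dim genes left out, 0.0650 with array weights and 0.101 by fry) and not in *tbph*Δ142 (adjusted p = 0.897). Relative to *tbph*Δ23 the rescue had 1 higher and 12 lower (1 and 13 adjusted over the list alone), with *dlg1*, a scaffold gene of the postsynaptic density, at -1.01 and the neurexin gene *Nrx-1* at -0.36.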

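The cytosolic ribosome list, of 34 measured proteins, placed 2 genes among those raised and 1 among those lowered in both mutants, and its mean was 10.88 in *w1118*, 10.87 in *tbph*Δ23 and 10.94 in *tbph*Δ142. In the rescue it moved up: relative to *tbph*Δ23, 25 were higher (26 adjusted over the list alone) (adjusted p = 2.08e-08, and adjusted p = 0.129 with an estimated correlation, camera), and relative to *tbph*Δ142, 18 were higher (23 adjusted over the list alone) (adjusted p = 1.86e-06, and adjusted p = 0.138 with an estimated correlation). The stalk protein gene *RpLP0* was 0.54 above *tbph*Δ23 and 0.43 above *tbph*Δ142 (adjusted p = 2.86e-04, limma). Of 58 genes of oxidative phosphorylation, 2 were higher and 5 lower (2 and 5 adjusted over the list alone) in *tbph*Δ23 and 2 were higher and 13 lower (2 and 13 adjusted over the list alone) in *tbph*Δ142. *ATPsynCF6*, an ATP synthase subunit gene, read 12.49 ± 0.015 (mean log2 ± SD, n = 3) in *w1118*, 12.26 ± 0.022 in *tbph*Δ23 and 12.17 ± 0.06 in *tbph*Δ142, and *ND-ACP* of complex I fell by 0.27 and 0.30. The list shifted down in *tbph*Δ142 (adjusted p = 0.00822, and adjusted p = 0.568 with an estimated correlation) and in *tbph*Δ23 (adjusted p = 0.0338, and adjusted p = 0.654 with an estimated correlation), the latter not without *w1118* replicate 1 (0.0753), *w1118* replicate 3 (0.0986), *tbph*Δ23 replicate 1 (0.113) or rescue replicate 1 (0.0507), with array medians centred (0.0718), in a fit of these groups alone (0.0605) or without 3 antennal arrays, a setting chosen after seeing the data (0.151). After quantiles were equalised again over these genes, neither shift passed (0.0708 in *tbph*Δ142, 0.494 in *tbph*Δ23). Of 152 detoxification enzymes, many of them oxidoreductases, 16 were higher and 31 lower (17 and 33 adjusted over the list alone) in *tbph*Δ23 and 27 were higher and 27 lower (28 and 29 adjusted over the list alone) in *tbph*Δ142, without a shift of the list as a whole (adjusted p = 0.201 and adjusted p = 0.987). The glycosyltransferase gene *Ugt37A3* fell by 2.19 and 2.84.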

Significant categories include structural constituent of ribosome and cytoskeleton, oxidoreductase activity, peptidase activity, and enzyme activities related to metabolic processes, supporting impairment of ribosomal and metabolic functions. **(D)** GO MF terms enriched among upregulated genes. Enriched terms include signaling receptor binding, peptidoglycan binding, ion channel activity (including monoatomic cation channel activity), neurotransmitter receptor activity, and phosphatase regulator activity, consistent with enhanced immune signaling and receptor-mediated processes. 

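*para*, the voltage-gated sodium channel gene of neurons, rose by 0.60 in *tbph*Δ23 (standard error 0.073, adjusted p = 1.34e-04, limma) and 0.46 in *tbph*Δ142. The calcium-activated potassium channel gene *SK* rose by 0.56 and 0.65, the L-type calcium channel gene *Ca-alpha1D* by 0.49 and 0.41, and *unc79*, an accessory protein gene of the sodium leak channel, by 0.39 in *tbph*Δ142. Of 24 measured voltage-gated and related ion channels, 9 were higher and 1 lower (11 and 1 adjusted over the list alone) in *tbph*Δ23 and 7 were higher and 2 lower (8 and 2 adjusted over the list alone) in *tbph*Δ142, with 5 higher and 1 lower in both. The list shifted up in *tbph*Δ23 (adjusted p = 1.27e-04, and adjusted p = 0.129 with an estimated correlation, camera) and *tbph*Δ142 (adjusted p = 0.0128, and adjusted p = 0.199 with an estimated correlation). Neuron markers, *para* among them, moved the same way, with 3 higher (3 adjusted over the list alone) of 8 in *tbph*Δ23 and 2 higher (2 adjusted over the list alone) in *tbph*Δ142, while 3 of 9 glia markers were lower (3 adjusted over the list alone) in each mutant. Relative to the rescue's own background, *tbph*Δ23, 1 was higher and 4 lower (1 and 3 adjusted over the list alone), and the shift did not pass (adjusted p = 0.0534), although it did without *tbph*Δ23 replicate 3 (0.0312), *tbph*Δ142 replicate 1 (0.0476) or rescue replicate 2 (0.0486), with the brightest probe set (0.0139), with the mean of probe sets (0.0257) and by fry (0.00397). Of the peptidoglycan-binding proteins, *PGRP-SB1*, an amidase gene, rose by 2.87 and 3.27. In the rescue *PGRP-SB1* did not pass against *tbph*Δ23 (-0.70, adjusted p = 0.0712; -0.88 and 0.0494 without *tbph*Δ23 replicate 3) and was lower than in *tbph*Δ142 (-1.10).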

In all panels, bar length indicates gene count and color denotes  $-\log_{10}(\text{FDR-adjusted } p \text{ value})$ .

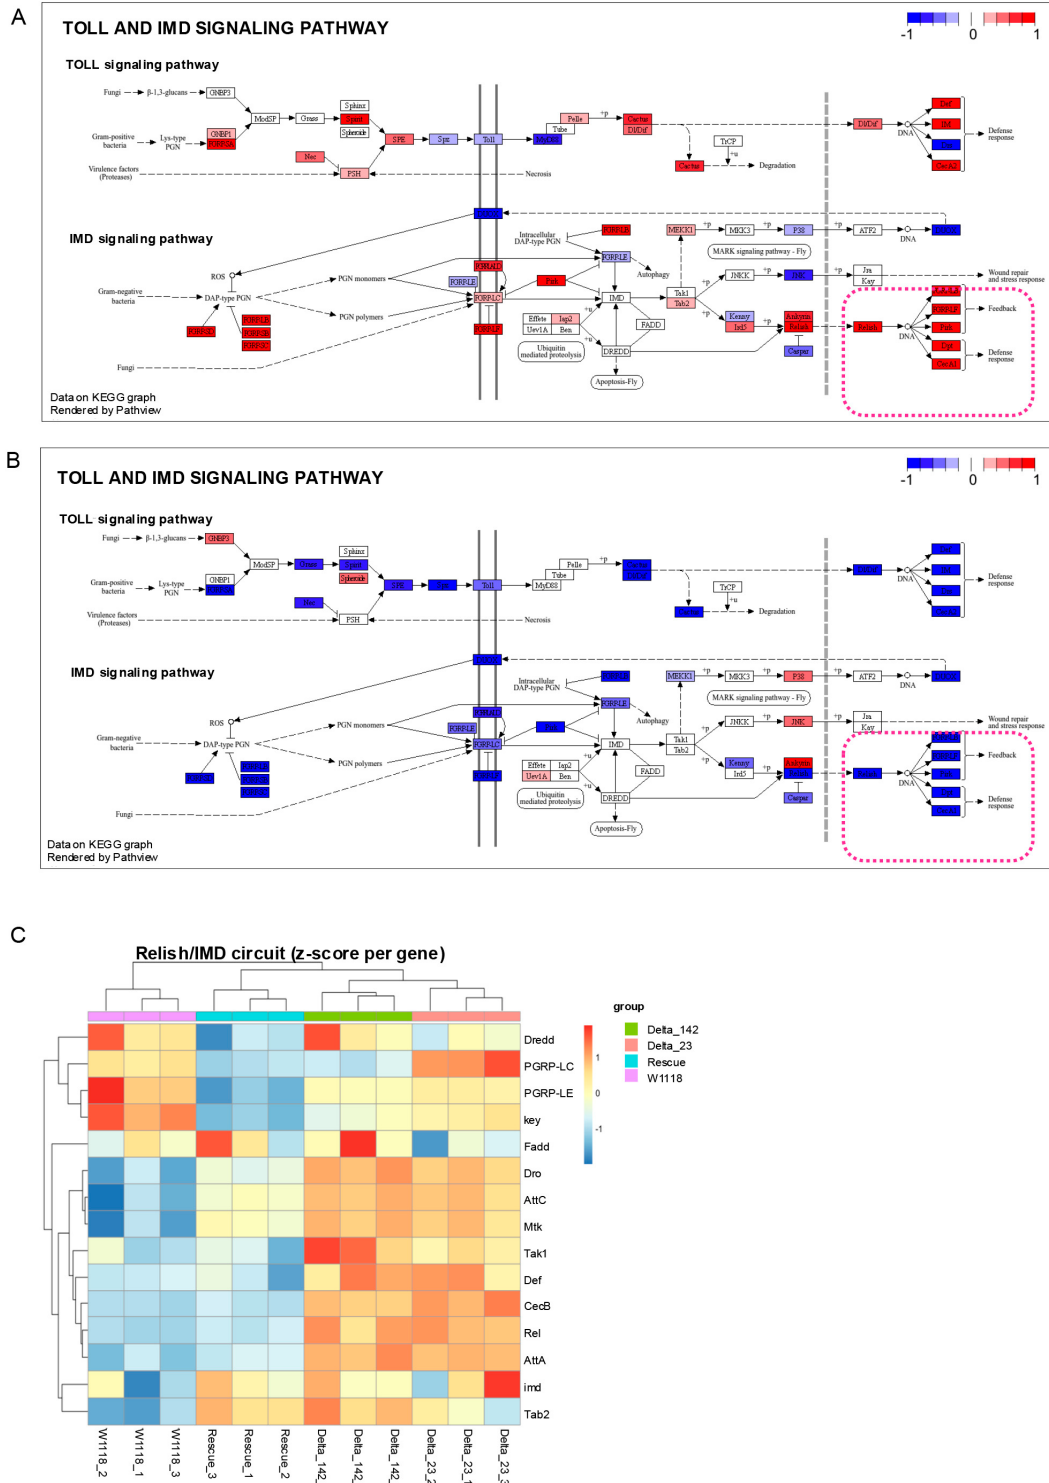

**Supplementary Figure S4. KEGG pathway mapping of Toll and Imd signaling in mutant and rescue conditions.** (A) Graphical representation of the KEGG Toll and Imd signaling pathway overlaid with expression changes derived from the shared 2,031-gene mutant core. Nodes are color-coded according to normalized expression changes relative to controls. Coordinated upregulation is observed across multiple pathway components, including upstream receptors, adaptor proteins, intracellular signaling mediators, and downstream NF- $\kappa$ B/Relish-dependent antimicrobial peptide (AMP) effectors (highlighted region). (B) Mapping of the 496 rescue-reversed genes onto the same KEGG pathway architecture. Components previously upregulated in mutants show opposite regulation in rescue

conditions, indicating coordinated attenuation of innate immune signaling. The most consistent modulation is observed along the Imd–Relish branch and its downstream AMP targets (highlighted region-pink box). (C) Heatmap of genes within the highlighted Imd/Relish–AMP module shown as z-score normalized expression values per gene across genotypes. 

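Of the genes in this module that have a probe set named for a single gene, *Fadd*, *imd* and *Dredd* encode the adaptors and the caspase between the receptors and *Rel*, and none of the 3 passed the limma test in either mutant. *imd* was at 0.17 in *tbph*Δ23 (standard error 0.096, adjusted p = 0.264) and 0.15 in *tbph*Δ142 (adjusted p = 0.296). *Fadd* was at -0.14 (adjusted p = 0.491) and 0.12 (adjusted p = 0.547), and *Dredd* at -0.16 (adjusted p = 0.185) and -0.02 (adjusted p = 0.9). *key*, the regulatory subunit of the IKK complex, fell from 9.20 ± 0.13 (mean log2 ± SD, n = 3) in *w1118* to 8.84 ± 0.068 in *tbph*Δ23 and 8.60 ± 0.092 in *tbph*Δ142, and to 8.22 ± 0.06 in the rescue. *Tab2*, the partner of the kinase TAK1, was 0.52 higher in *tbph*Δ142 (adjusted p = 4.88e-04) and 0.46 higher than *w1118* in the rescue. Its rise in *tbph*Δ23 (0.26, adjusted p = 0.037) did not pass without *w1118* replicate 1 (0.114), *w1118* replicate 2 (0.0947), *tbph*Δ23 replicate 1 (0.0967) or *tbph*Δ23 replicate 2 (0.146). *Mtk* read 10.42 ± 0.72 in *w1118*, 13.35 ± 0.33 in *tbph*Δ23, 13.62 ± 0.21 in *tbph*Δ142 and 12.30 ± 0.24 in the rescue, and *Def* read 8.47 ± 0.13, 10.97 ± 0.91, 11.08 ± 0.83 and 8.20 ± 0.91 in the same order. *AttA*, *AttC*, *Dro*, *PGRP-LC* and *Tak1* could not be measured in this way.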

Hierarchical clustering demonstrates consistent induction in both mutant backgrounds and normalization upon rescue.

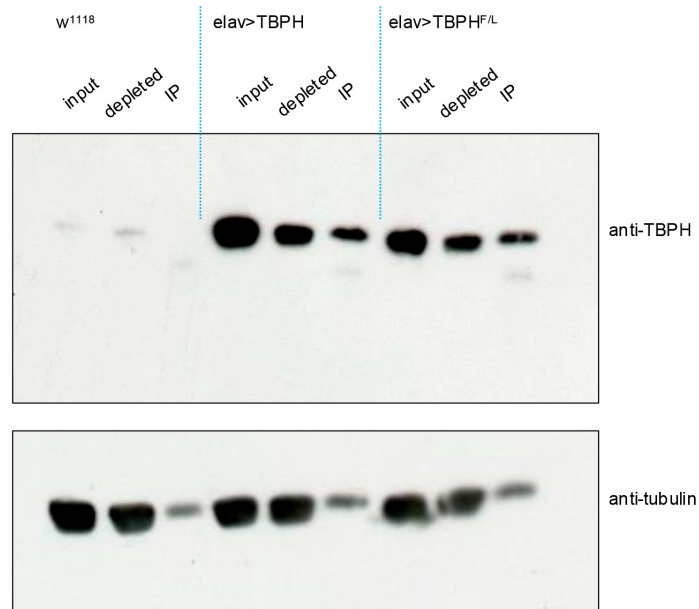

**Supplementary Figure S5. Western blot validation of TBPH and TBPHE/L protein recovery in RIP experiments.** Anti-TBPH immunoblot (upper panel) and anti-tubulin loading control (lower panel) from input, depleted, and immunoprecipitated (IP) fractions of *w<sup>1118</sup>* (negative control), *elav>TBPH*, and *elav>TBPHE/L* flies. Both wild-type and RNA-binding-deficient *TBPHE/L* proteins are efficiently recovered in the IP fraction relative to input, with a corresponding reduction visible in the depleted fraction, confirming effective capture of the FLAG-tagged constructs by the beads. Tubulin is used as loading control. In the *w<sup>1118</sup>* negative control, endogenous TBPH levels remain unchanged between input and depleted fractions, and no signal is detected in the IP lane.

## Supplementary Materials and Methods

### Western Blot

*Drosophila* adult heads were homogenized in lysis buffer (10 mM Tris, 150 mM NaCl, 5 mM EDTA, 5 mM EGTA, 10% glycerol, 50 mM NaF, 5 mM DTT, 4 M urea, pH 7.4, supplemented with protease inhibitors), and protein content was quantified using the Quant-iT Protein Assay Kit (#Q33211, Thermo Fisher Scientific). Lysates were resolved by SDS-PAGE and transferred to nitrocellulose membranes

(#NBA083C, Whatman) by wet transfer. The following primary antibodies were used: anti-TBPH (1:4000; homemade), and anti-Tubulin (1:2000; #CP06, Calbiochem). Secondary antibodies: anti-mouse-HRP (#31430 Thermo Fisher Scientific 1:10,000) and anti-rabbit-HRP (#31460 Thermo Fisher Scientific 1:10,000).

How the deposited data were processed for this re-analysis (not part of the article)

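Heads of adult flies were collected 60 h after eclosion from 4 groups, *w1118*, *tbph*Δ23, *tbph*Δ142 and the neuronal rescue, with 3 arrays each. The number of heads per array is not given in the sources used here. RNA was extracted with TRIzol, labelled by 3′ in vitro transcription and hybridised to Drosophila Genome 2.0 arrays. From the CEL files the authors made log2 values by RMA, which includes background correction, quantile normalization between arrays and summarization per probe set. The deposited log2 values span 2.318 to 14.23, with no missing value and no centring per probe set. The version of RMA is not given in the sources used here, and the paper names limma 3.66.0 for its own tests. The CEL files were not used here.

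The platform annotation names 14049 of the 18952 probe sets, 13647 of them with 1 gene. The 402 probe sets with several genes were left out, as were the 4903 that it does not list, 183 of which are controls. For 13544 probe sets the gene ID was found in RefSeq and its present symbol was used, and 103 kept the annotated symbol. Probe sets were collapsed by their median to 11982 genes, of which 1094 have at least 2 probe sets. In 27 of these, probe sets passed the threshold in opposite directions against *w1118*. No gene was filtered by its level. The *white* gene has no probe set named for a single gene.

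Genes were tested with limma 3.58.1 in R 4.3.3, in a single fit of the 4 group means with empirical Bayes moderation. The contrasts were each mutant against *w1118*, the rescue against each mutant, *tbph*Δ142 against *tbph*Δ23, the rescue against *w1118*, and the mean of both mutants against *w1118* and against the rescue. P-values are two-sided and Benjamini-Hochberg adjusted over all genes within each contrast, with a threshold of 0.05 and no fold threshold. The mutant core holds genes past the threshold in both mutants with the same sign. The rescue core holds those of its genes that passed with the opposite sign in both rescue comparisons, and core genes that passed with the same sign there are described as moved further from control. The fit gives a median standard error of 0.0928 for a comparison of 3 arrays with 3, and residual spread is pooled over the 4 groups. Over all genes the rescue arrays lay a mean distance of 48.7 apart, against 21.4 to 23.0 within the other groups. The pooled spread can therefore understate the error of rescue comparisons. In fits of the 2 compared groups alone the rescue core held 370 genes and 383 core genes moved further.

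Gene lists for antimicrobial peptides, Bomanins and other induced peptides, the Imd, Toll, JAK-STAT and JNK pathways, the 26S proteasome, mitochondrial and cytosolic ribosome, oxidative phosphorylation, one carbon metabolism, synapse, ion channels, phototransduction, circadian clock, cuticle, detoxification, heat shock, ER stress, autophagy, and markers of neurons, glia, fat body, hemocytes, muscle and female flies were written from general knowledge of the genes. Of the male-biased roX genes none has a named probe set. Each list was tested for a shift with camera at a preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fry. Enrichment in the core and the rescue core, and reversal within the core for lists with at least 5 core members, were tested with two-sided Fisher's exact tests against the genes that could have passed. These take genes as independent, so their p-values overstate the evidence where list members are correlated over the arrays. Adjusted p-values of lists are over all lists and comparisons of a kind. Lists of odorant receptors, antennal odorant-binding proteins, chitin synthesis and male-biased head genes were added after values were seen. Arrays were clustered by complete linkage over all genes and over the 300 genes of highest mean.

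The genes named in the text were chosen by a rule. It takes the genes the paper names in heads or in Supplementary Figure S4C, the 10 core genes with the largest rise and the 10 with the largest fall, the same for the rescue core, up to 4 members per list with the largest change over both mutants and up to 4 over both rescue comparisons, the genes changed in opposite directions in the mutants, and the 10 with the largest change of the rescue against *w1118*. The gene tables and figures of the paper had been seen when the rule and the lists were written, so list results on genes the paper reports are not independent evidence.

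Replicate numbers were checked for a pairing of arrays across groups. Residuals of arrays with the same number correlated at -0.212 to 0.0914 (mean -0.0252), and 0 of 18 such pairs exceeded 0.1, while arrays with other numbers had a mean of 0.0135. Of the 12 arrays, 3 were closest to an array of their own number. No pairing was therefore used, and a block per replicate number was run as an alternative.

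The steps were tested on simulated data with the *w1118* means and the spread fitted over all 12 arrays, in 10 runs with 50 genes changed at each size. Of genes changed 1.25-fold, 23.8% were called, of those changed 1.5-fold 84.8%, 2-fold 97.2% and 4-fold 99.2%. Of unchanged genes 0.0621% were called. Each run changed only 200 genes and the proteasome list, whereas 2550 genes were called in *tbph*Δ23 on the real arrays. The Benjamini-Hochberg cutoff depends on how many genes change, so these rates do not carry over to the real arrays. A simulated change of the proteasome list by 1.25-fold was found in 10 of 10 runs by camera, also with an estimated correlation, with 0 calls of other lists. The simulated noise was independent between genes, whereas the estimated correlation within the proteasome list was 0.88 on the real arrays. These runs therefore do not test the list results under such correlation.

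Alternatives were the brightest probe set per gene, the mean of the probe sets, arrays centred on their median, quantiles equalised again over the 11982 genes, removal of genes under the 30th percentile of the mean, eBayes with trend and robust options, array weights, fits of the 2 compared groups alone, a replicate block, an adjusted p under 0.01, a fold threshold of 1.5, a rescue core defined against *tbph*Δ23 alone, other distances for clustering, and each of the 12 arrays left out in turn. Leaving out the 3 arrays of the mutants and the rescue with the highest antennal transcripts in their groups was added after the data were seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The qRT-PCR, climbing, RNA immunoprecipitation and western blot experiments of the paper have no array data and were not analysed here.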

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

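The tests of antennal tissue, of maturation, of sex in the core and of circadian phase in the rescue were chosen only after the results were seen, as were the setting without 3 antennal arrays, the highest of each mutant and of the rescue, and the male-biased genes in the planned test of sex in the rescue, and the others in this part were planned.

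The 5 genes with opposite changes in the mutants also differed between *tbph*Δ142 and *tbph*Δ23, which follows from how they were chosen: *CG8483* (-3.08 on the log2 scale), *CG6125* (-1.15), *CG5909* (-1.09), *CG4686* (-0.99) and *jef* (-0.60). *TBPH* as the median of its probe sets was -1.52. The yolk protein genes, transcribed in the fat body of females, were higher in *tbph*Δ142: *Yp1* by 1.92, *Yp2* by 2.83 and *Yp3* by 2.06. Of the core genes, 118 differed between the alleles, and 1177 of the 1896 (62.1%) changed more in *tbph*Δ142. Over all genes, *tbph*Δ142 and *tbph*Δ23 differed in 418 (170 higher, 248 lower; 1961 at an unadjusted p under 0.05), and in 212 without *tbph*Δ23 replicate 2, 134 without *tbph*Δ23 replicate 3, and 197, 233 and 193 without *tbph*Δ142 replicates 1, 2 and 3.

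In data the paper does not discuss, 4192 genes differed between the rescue and *w1118*, and 414 core genes moved further from control in the rescue. Odorant receptor genes were higher than *w1118* in the rescue for 19 of 57 measured. The 8 antennal odorant-binding proteins were higher by a median of 5.01, and 33 of 104 cuticle protein genes were lower.

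The rescue arrays lay apart from both the mutants and *w1118*. The lowest mean distance of a rescue array to *w1118* was 76.7, against 46.4 to 54.7 for the mutant arrays, so a single outlying array is argued against. A shift in circadian phase from *w1118* stays open. *tim* was at -0.036 relative to *w1118* (-0.30 without the 3 antennal arrays). Its partner *per* did not pass with all arrays but was at -0.66 without rescue replicate 1 (adjusted p = 0.0140, limma). A transcript read at a single collection time can have the same level at different phases, so *tim* cannot decide this. Feeding of RU-486 stays open: detoxification enzymes were enriched among genes changed in both rescue comparisons (65 where 32.0 would be drawn, odds ratio 2.85 with a 95% interval of 2.03 to 4.00), and feeding is given for no other group. Antennal tissue kept in the rescue pools stays open (19 odorant receptors higher where 9.66 would be drawn, odds ratio 2.47), as does a more advanced maturation (cuticle proteins among lower genes, odds ratio 2.13, 1.36 to 3.27) and a difference in sex, against which female-biased and male-biased genes were both higher (medians 4.07 and 2.22 relative to *tbph*Δ23, 1.62 and 2.01 relative to *tbph*Δ142), though with 3 male-biased genes and differences of 1.85 and -0.39 the planned bound was not met throughout, and TBPH re-expression, the design's own difference, cannot be told apart from the drug and the transgenes.

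The mutant core was common to both alleles. A common difference in sex stays open. The female-biased markers were higher in *tbph*Δ142 than in *tbph*Δ23 by a median of 1.99, while core genes changed alike in the alleles. However, the male-biased genes were higher there too (median 0.54), and the mean of the female-biased markers spanned 9.97 to 11.87 over the *w1118* arrays. These markers therefore cannot decide it. A background of chromosome 2 shared by the alleles stays open: core genes lay there more often than elsewhere (809 of 1875 placed genes where 735 would be drawn, odds ratio 1.22, 1.10 to 1.35; 1.42 for core genes changed at least 2-fold), though most of the core lay on other chromosomes. Circadian phase stays open too, since *tim* rose in both mutants while *Clk*, which peaks at the opposite phase, was at -0.20 in *tbph*Δ23 (adjusted p = 0.57). Maturation at collection, raised above for the rescue, was not tested for the core. Of the 9 chitin genes, a list added after values were seen, 6 were in the lowered part of the core. The shift of the cuticle proteins passed in neither mutant (adjusted p = 0.0659 and 0.130, camera). Loss of TBPH, the biological explanation given by the design, was not set against these in a test.

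In the rescue 454 core genes moved against the mutant change, some of them beyond *w1118*, and 414 moved further from control. Without shared arrays the share of opposite signs was 39.9% in one pair of comparisons (623 genes) and 54.7% in the other (698). With shared arrays it was 59.3% for *tbph*Δ23 and 55.3% for *tbph*Δ142. Both pairs without shared arrays lay under both of these shares, the first by far more than the second. Among core genes changed in both rescue comparisons, a different set of genes, the share was 52.3%. Simulations in which the rescue equalled *tbph*Δ23 gave 0.1 reversed core genes on average. They cannot decide the question, since hardly any gene can then pass in the rescue against *tbph*Δ23. In the second pair without shared arrays the same simulations gave 278 genes of opposite sign (247 to 309). That pair crosses the alleles, so differences between them enter its share. How much of the 454 depends on shared arrays stays open.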

How the results depend on the processing

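The setting without 3 antennal arrays, the highest in antennal transcripts of each mutant and of the rescue, was chosen only after the results were seen, and the other settings were planned. The cause of a change under a setting was not tested unless the setting itself, with fewer genes or arrays or a stricter threshold, accounts for it.

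Of the counts and summaries over all settings, 430 stayed within 1.5 times the value reported or within its spread, and 55 moved beyond. For named genes, 20799 of the repeated calls had the same direction and side of the threshold, 842 lost their call, 187 gained one and 12 reversed. For list shifts the numbers were 2446, 118 lost and 36 gained, for enrichments 2400, 35 lost, 59 gained and 2 reversed, and for reversals within the core 234, 6 lost and 15 gained.

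With an adjusted p under 0.01, fewer genes pass by construction: 1536 (*tbph*Δ23 against *w1118*), 1845 (*tbph*Δ142 against *w1118*), 2351 and 2075 (rescue against *tbph*Δ23 and *tbph*Δ142), 101 (*tbph*Δ142 against *tbph*Δ23) and 2103 (both mutants against *w1118*). The core then held 422 higher and 712 lower genes, the rescue core 211, and 230 core genes moved further from control. Genes with opposite and equal signs without shared arrays numbered 293 and 568 in one pair and 336 and 306 in the other. Discordant genes numbered 1, list enrichments 9, and list reversals 0, with a lowest adjusted p of 0.0448 (Fisher's exact test).

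With a fold threshold of 1.5 the same counts were 872, 1093, 1356, 1161, 171 and 951, with 1722 for the rescue against *w1118* and 1244 for the rescue against both mutants. The core held 253 higher and 423 lower genes, the rescue core 134, and 157 moved further. Opposite and equal signs numbered 162 and 392, and 204 and 192, and discordant genes 1. The enrichments of the mitochondrial ribosome among core genes lowered in the mutants and in the rescue core reversed, each with an adjusted p of 1, with 1 and 0 genes of the list left.

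Array weights gave 809 genes for *tbph*Δ142 against *tbph*Δ23 and 12 discordant genes. Discordant genes numbered 3 with array medians centred and 3 with quantiles equalised again. Without the 3 antennal arrays *tbph*Δ142 against *tbph*Δ23 gave 257 genes and 9 were discordant. Of the 26 planned lists, no shift passed by camera with an estimated correlation (0 of the 61 that passed with the preset one, lowest adjusted p 0.129). At an unadjusted p under 0.05 there were 26 shifts. In contrast, fry, which tests a list without setting it against other genes, called 73. Of the lists added after values were seen, chitin synthesis passed with an estimated correlation in the rescue against each mutant and against *w1118* (adjusted p = 0.0482 in each, camera). The ratio of the rescue's to the mutants' distance from *w1118* was 1.63, and 2.68 with 1 minus the Pearson correlation and 1.2 with z-scored genes. A rescue core defined against *tbph*Δ23 alone held 533 genes.

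Where a gene's probe sets differ, the choice among them reversed a call. With the brightest probe set, *egr* was -0.25 in the rescue against *tbph*Δ142, *shi* 0.069 in *tbph*Δ23 and -0.59 in the rescue against *tbph*Δ142 (-0.19 with the mean of its probe sets), *Galphaq* -0.12 in *tbph*Δ23, -0.27 in *tbph*Δ142 and -0.82 in the rescue against *w1118*, and *rdgC* -0.19 in the rescue against *w1118*. *TpnC4* in the rescue spanned -0.96 (without rescue replicate 1) to 0.69 (without rescue replicate 2) against *tbph*Δ23 and -0.78 to 0.88 against *tbph*Δ142, with -1.05 and -0.81 without the 3 antennal arrays.

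Leave-one-out gave 1897–2778 genes (*tbph*Δ23 against *w1118*), 2347–3168 (*tbph*Δ142 against *w1118*), 2882–3632 and 2661–3423 (rescue against *tbph*Δ23 and *tbph*Δ142), 134–611 (*tbph*Δ142 against *tbph*Δ23), 3646–4167 (rescue against *w1118*), 2626–3441 and 3326–4024 (both mutants against *w1118* and the rescue). The core held 581–804 higher and 924–1256 lower genes, the rescue core 329–437, and 319–453 moved further. Discordant genes numbered 1–9, list shifts 58–63, enrichments 12–18 and reversals 1–4, with 4 without *tbph*Δ23 replicate 3 and 1 without rescue replicate 2. Opposite and equal signs without shared arrays spanned 486–601 and 784–983, and 539–676 and 444–625. A group left with 2 arrays keeps the pooled spread.

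A replicate block moved no count by more than 1.5 times, with 2322 and 2756 genes in *tbph*Δ23 and *tbph*Δ142, a core of 667 higher and 1076 lower, a rescue core of 409, 367 moved further and 4 discordant genes. Of the 1896 core genes, 1846 were in the core with the brightest probe set, 1724 with quantiles equalised again and 1650 with array medians centred, and these scalings moved the share of higher genes among those called by less than 10 points, which changed the majority in some rescue comparisons. The precision is limited by 3 arrays per group. Small changes were mostly missed on simulated data, but only 200 genes and the proteasome list were changed there.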

Differences from the paper's values

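Chosen only after the results were seen were the setting without 3 antennal arrays (the highest in antennal transcripts of each mutant and of the rescue) and the enrichment test of one carbon genes in the whole core, and the other tests in this part were planned.

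Discordant genes, past the threshold in both mutants with opposite signs, numbered 5, and the paper's number is 21 at the same threshold. None of the 23 alternatives set before the data were examined brings the values within 1.5 times of each other. They gave 1 to 12, the highest with array weights. The setting without the 3 antennal arrays, chosen after seeing the values, gave 9.

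For genes lowered in the mutants and restored upward, the paper reports that no term was enriched. In the 230 such genes here, 10 of 71 mitochondrial ribosome genes were found (adjusted p = 1.61e-05, Fisher's exact test), 0.111 without *tbph*Δ23 replicate 1, 0.0606 without rescue replicate 1 and 0.468 without the 3 antennal arrays, and the call is lost with an adjusted p under 0.01 (0.591) and with a fold threshold of 1.5 (1). Detoxification enzymes, with 8 genes, missed the threshold (0.0624) but passed when any of the 12 arrays was left out (0.0104 without *tbph*Δ142 replicate 2 to 0.0218 without *tbph*Δ142 replicate 3) and under 8 other planned settings (0.00112 to 0.0498). The mitochondrial ribosome was already frequent in the lowered core, with 28 of 71 genes. Within the core 10 of its 30 genes were reversed where 7.18 would be drawn, which did not pass (adjusted p = 0.478, Fisher's exact test). The paper's terms are those of the Gene Ontology and KEGG, which were not used here.

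The paper states that the rescue clusters nearer to controls. Mean distances to *w1118* were larger for the rescue in each measure run, 82.8 against 50.8 over all genes and 15.2 against 10.4 over the 300 genes of highest mean, and 34.9 against 23.3 with those 300 genes z-scored. Among immune genes measured here, *AttD*, *CecB* and *Rel* did not differ from *w1118* in the rescue. *Mtk* and *DptB* stayed above *w1118* (by 1.88 and 2.44) and *Drs* ended below it (-1.04, adjusted p = 4.15e-04, limma).

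The paper describes Imd genes as raised across receptors and mediators. Over the list of 19, 9 genes were higher in both mutants and 2 lower. The raised genes include *PGRP-SC2*, *PGRP-LB*, *PGRP-LF* and *pirk*, which restrain the pathway. They also include the mediators *IKKbeta* and *Diap2*, named after their values were seen. The count thus mixes genes that act for and against the pathway and does not test that description. Of the mediators, *imd* (0.17 and 0.15), *Fadd* (-0.14 and 0.12) and *Dredd* (-0.16 and -0.02) did not pass in either mutant, *key* fell by 0.36 and fell by 0.61, and the receptor gene *PGRP-LE* fell by 0.31 in *tbph*Δ142. *Rel* and the 6 measured antimicrobial peptides rose.

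The paper lists structural constituents of the ribosome among lowered functions. It also names mitochondrial translation and the mitochondrial ribosome among lowered terms, and for these the direction was the same here. The mitochondrial ribosome was lower in both mutants (28 of 71 genes, with 2 higher), whereas of 34 cytosolic ribosome proteins 2 rose and 1 fell in both. One carbon metabolism is listed as enriched among changed genes, and 3 of 10 genes were in the core here, all of them raised (adjusted p = 0.110 among core genes raised and 0.403 in the whole core, Fisher's exact test). Synaptic terms are listed among raised functions, and of 29 synaptic genes 2 were higher and 2 lower in both mutants.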

Other observations

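The regroupings of arrays, the setting without 3 antennal arrays and the lists of odorant receptors, antennal odorant-binding proteins, chitin synthesis and male-biased head genes were chosen only after the results were seen.

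Several clock genes rose in the mutants. *tim* was 1.23 in *tbph*Δ23 and 1.14 in *tbph*Δ142 relative to *w1118*, and -1.27 and -1.17 in the rescue relative to each mutant. *per*, its partner in the repressor complex, rose from 6.01 ± 0.17 (mean log2 ± SD, n = 3) in *w1118* to 7.21 ± 0.25 in *tbph*Δ23. Of 11 clock genes, 5 were higher (5 adjusted over the list alone) in *tbph*Δ23 and 5 were higher and 1 lower (6 and 1 adjusted over the list alone) in *tbph*Δ142. The list shifted up in each (adjusted p = 0.0018, and adjusted p = 0.129 with an estimated correlation in both, camera). In the rescue 2 were higher and 3 lower (2 and 4 adjusted over the list alone) against *tbph*Δ23 and 2 were higher and 4 lower (3 and 4 adjusted over the list alone) against *tbph*Δ142, without a shift (adjusted p = 0.324 and adjusted p = 0.224). Of the 11, 4 were higher in both mutants and 3 of these were lower in both rescue comparisons. Each number exceeded chance with all 12 arrays, the first not under 3 of the 23 planned settings and the second not under 8. Of 17 phototransduction genes, 8 were higher and 1 lower (8 and 1 adjusted over the list alone) in *tbph*Δ23 (adjusted p = 0.00506, and adjusted p = 0.202 with an estimated correlation) and 6 were higher and 1 lower (6 and 2 adjusted over the list alone) in *tbph*Δ142 (adjusted p = 0.126), with *stops* at 0.76 and 0.76 and the channel gene *trp* at 0.34 in *tbph*Δ23. In the rescue 7 were lower (7 adjusted over the list alone) against *tbph*Δ23 (adjusted p = 0.0135, and adjusted p = 0.256 with an estimated correlation; 0.0507 without rescue replicate 1 and 0.0577 without the 3 antennal arrays) and 3 were lower (3 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 0.0744; 0.0260 without rescue replicate 3, 0.0113 with the brightest probe set, 0.0477 with the mean of probe sets, 0.0359 with quantiles equalised again).

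In the rescue, cuticle genes fell and detoxification genes rose. Of 104 cuticle protein genes, 8 were higher and 22 lower (8 and 24 adjusted over the list alone) in *tbph*Δ23 (adjusted p = 0.0659; 0.0271 without *tbph*Δ23 replicate 3 and 0.0414 without rescue replicate 1, 0.0490 with quantiles equalised again, 0.0430 with dim genes left out, 0.0463 with array weights, 0.0381 in a fit of the groups alone) and 9 were higher and 24 lower (9 and 25 adjusted over the list alone) in *tbph*Δ142 (adjusted p = 0.13; 0.0345 with quantiles equalised again, 0.0308 with dim genes left out), and in the rescue 5 were higher and 29 lower (5 and 29 adjusted over the list alone) against *tbph*Δ23 (adjusted p = 4.82e-05, and adjusted p = 0.164 with an estimated correlation) and 4 were higher and 30 lower (4 and 30 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 4.07e-06, and adjusted p = 0.129 with an estimated correlation). *Cpr51A* was -3.05 and -2.93 in the mutants and -1.94 in the rescue relative to *w1118*, and *TwdlT* -1.50, -2.35 and -3.08. The 9 genes of chitin synthesis and remodelling went from a mean of 9.41 in *w1118* to 8.74 in *tbph*Δ23, 8.08 in *tbph*Δ142 and 5.44 in the rescue, where all 9 were lower than in *w1118*. Of 152 detoxification enzymes in the rescue, 65 were higher and 15 lower (70 and 17 adjusted over the list alone) against *tbph*Δ23 (adjusted p = 1.46e-07, and adjusted p = 0.129 with an estimated correlation) and 58 were higher and 12 lower (63 and 12 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 5.07e-06, and adjusted p = 0.141 with an estimated correlation), *Cyp4p2* by 3.29 and 3.30.

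Muscle transcripts were lower in the rescue. Of 19, 1 was higher and 13 lower (1 and 14 adjusted over the list alone) against *tbph*Δ23 (adjusted p = 6.04e-06, and adjusted p = 0.301 with an estimated correlation) and 1 was higher and 14 lower (2 and 15 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 2.57e-07, and adjusted p = 0.26 with an estimated correlation), with *Act87E* at -1.61 and -1.55 and *Prm* at -1.43 and -1.45. In *tbph*Δ23 1 was higher and 2 lower (1 and 2 adjusted over the list alone) and in *tbph*Δ142 2 were higher and 4 lower (2 and 4 adjusted over the list alone), without a shift (adjusted p = 0.288 and adjusted p = 0.612), with *Act79B* at -1.78 and -1.75. Of the 4 female-biased markers, 3 were lower (3 adjusted over the list alone) in *tbph*Δ23 (adjusted p = 0.00506, and adjusted p = 0.274 with an estimated correlation) and 0 in *tbph*Δ142 by limma (0 at an unadjusted p under 0.05; adjusted p = 0.967 by camera), and in the rescue 4 were higher (4 adjusted over the list alone) against *tbph*Δ23 (adjusted p = 1.94e-04, and adjusted p = 0.199 with an estimated correlation) and 3 were higher (4 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 0.0101, and adjusted p = 0.301 with an estimated correlation). *Yp1* read 12.86 in *w1118*, 10.82 in *tbph*Δ23, 12.74 in *tbph*Δ142 and 13.55 in the rescue.

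Lists of stress response genes differed in how many of their genes changed. Of 5 heat shock genes, 0 passed in *tbph*Δ23 by limma (1 at an unadjusted p under 0.05) and 2 were lower (2 adjusted over the list alone) in *tbph*Δ142, *Hsp26* at -1.59, with 2 lower (2 adjusted over the list alone) in the rescue against *tbph*Δ23 and 1 lower (1 adjusted over the list alone) against *tbph*Δ142. Their shifts did not pass (adjusted p = 0.948, 0.224, 0.167 and 0.912 in the same order, camera), except in the rescue against *tbph*Δ23 without *tbph*Δ23 replicate 3 (0.0318). Of 9 genes of the ER and integrated stress response, 0 passed by limma in *tbph*Δ23 or *tbph*Δ142 (0 at an unadjusted p under 0.05), 0 in the rescue against *tbph*Δ23 (3 unadjusted; *ERp60* passed without *tbph*Δ23 replicate 1, adjusted p = 0.0249, or rescue replicate 2, 0.0338) and 1 in the rescue against *tbph*Δ142, *ERp60* again (0.39, adjusted p = 0.0105), with shifts at adjusted p = 0.906, adjusted p = 0.487, adjusted p = 0.345 and adjusted p = 0.683. Autophagy genes fell in the rescue, where 2 were higher and 9 lower (2 and 9 adjusted over the list alone) against *tbph*Δ23 (adjusted p = 0.00787, and adjusted p = 0.399 with an estimated correlation) and 1 was higher and 9 lower (3 and 10 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 0.0114, and adjusted p = 0.405 with an estimated correlation).

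Other lists had the following values. Oxidative phosphorylation genes in the rescue: 2 were higher and 14 lower (2 and 13 adjusted over the list alone) against *tbph*Δ23 (adjusted p = 0.00146, and adjusted p = 0.495 with an estimated correlation) and 1 was higher and 9 lower (1 and 7 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 0.00548, and adjusted p = 0.568 with an estimated correlation). One carbon genes: 7 were higher and 2 lower (7 and 2 adjusted over the list alone) against *tbph*Δ23 (adjusted p = 0.0342, and adjusted p = 0.301 with an estimated correlation; 0.0567 without rescue replicate 2, 0.0509 with dim genes left out, 0.0554 with array weights, 0.0608 without the 3 antennal arrays) and 3 were higher and 2 lower (3 and 2 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 0.948), with a shift in *tbph*Δ142 (adjusted p = 0.00349, and adjusted p = 0.199 with an estimated correlation) and none in *tbph*Δ23 (adjusted p = 0.288). JAK-STAT and Turandot genes: 1 was higher and 2 lower (1 and 3 adjusted over the list alone) against *tbph*Δ23 (adjusted p = 0.333) and 1 was higher and 6 lower (1 and 6 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 0.0205, and adjusted p = 0.239 with an estimated correlation; 0.0575 without *tbph*Δ142 replicate 2, 0.0948 with dim genes left out). JNK genes: 3 were lower (3 adjusted over the list alone) against *tbph*Δ23 and 1 was higher and 1 lower (1 and 1 adjusted over the list alone) against *tbph*Δ142 (adjusted p = 0.146 and adjusted p = 0.61). Against *tbph*Δ142, synaptic genes: 2 were higher and 6 lower (2 and 6 adjusted over the list alone) (adjusted p = 0.147; 0.0194 without *tbph*Δ142 replicate 3, 0.0360 with the brightest probe set), and ion channels: 2 were higher and 5 lower (2 and 5 adjusted over the list alone) (adjusted p = 0.563).

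Neuron markers shifted up in *tbph*Δ23 (adjusted p = 0.00259, and adjusted p = 0.234 with an estimated correlation) and in *tbph*Δ142 (adjusted p = 0.0498, and adjusted p = 0.405 with an estimated correlation). The shift in *tbph*Δ142 was lost without *w1118* replicate 2 (0.124), *tbph*Δ23 replicate 1 (0.0511), *tbph*Δ142 replicate 1 (0.0843), *tbph*Δ142 replicate 2 (0.141), rescue replicate 1 (0.0551) or rescue replicate 2 (0.0558). It was also lost with array medians centred (0.0794), quantiles equalised again (0.0561), dim genes left out (0.0854), array weights (0.0607), fits of the 2 groups alone (0.0585), a replicate block (0.0504) or an adjusted p under 0.01 as the threshold. Glia markers did not shift in *tbph*Δ23 (adjusted p = 0.348) or in *tbph*Δ142 (adjusted p = 0.0986; 0.00907 without *w1118* replicate 2, 0.0334 with array weights). In the rescue neuron markers had 3 lower (4 adjusted over the list alone) against *tbph*Δ23 and 1 higher (1 adjusted over the list alone) against *tbph*Δ142, and glia markers 2 higher and 3 lower (2 and 4 adjusted over the list alone) and 2 higher and 1 lower (2 and 1 adjusted over the list alone) (adjusted p = 0.473 and adjusted p = 0.987). Fat body markers had 2 lower (2 adjusted over the list alone) in *tbph*Δ23 (adjusted p = 0.362; 0.0311 without *w1118* replicate 2) and 1 lower (0 adjusted over the list alone) in *tbph*Δ142 (adjusted p = 0.93), and 6 higher (6 adjusted over the list alone) in the rescue against *tbph*Δ142 (adjusted p = 6.22e-04, and adjusted p = 0.202 with an estimated correlation), *Lsp2* by 4.29. Hemocyte markers had 1 higher (1 adjusted over the list alone) in *tbph*Δ23 (adjusted p = 0.422) and 1 higher (1 adjusted over the list alone) in *tbph*Δ142 (adjusted p = 0.0233, and adjusted p = 0.301 with an estimated correlation; 0.173 without *w1118* replicate 2, 0.0768 with array weights), and shifted up in the rescue against *tbph*Δ142 (adjusted p = 0.00259, and adjusted p = 0.202 with an estimated correlation).

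Antennal transcripts set the rescue arrays apart from *w1118*. The 8 antennal odorant-binding proteins had a mean of 4.65 in *w1118*, 5.46 and 4.86 in the mutants and 9.16 in the rescue, and 57 odorant receptors passed as a group in the rescue against *w1118* (adjusted p = 0.00160, camera), though not with an estimated correlation (adjusted p = 0.239). By array, antennal transcripts averaged 4.45, 4.18 and 4.03 in rescue replicates 1, 2 and 3, 3.81 in *tbph*Δ23 replicate 1, 3.66 in *tbph*Δ142 replicate 3 and 3.42 to 3.51 in the others. Antennae kept in some of the head pools are a candidate explanation: 19 odorant receptors were higher in the rescue. Leaving out *tbph*Δ23 replicate 1, *tbph*Δ142 replicate 3 and rescue replicate 1, chosen after seeing these values, left the core at 626 higher and 1024 lower genes and the rescue core at 337.

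Arrays were also regrouped at random. For comparisons of 3 arrays with 3 there are 10 splits, too few for a share under 0.05. The real split gave 2550 and 2996 genes (mutants against *w1118*), 3529 and 3293 (rescue against mutants), 418 (*tbph*Δ142 against *tbph*Δ23; leave-one-out 134–611) and 4192 (rescue against *w1118*), and the highest other split gave 0 in each, so 1 of 10 splits was as large in each. Chance as the whole source is excluded for both mutants against *w1118* (2927 genes against 324 in the highest other of 84 splits) and against the rescue (3596 against 244), with 1 split of 84 as large in each. For the core, only the real grouping, 1 of 100 groupings of the *w1118* and mutant arrays, gave as many higher genes (736, highest other 688) and as many lower genes (1160, highest other 1085), so chance is excluded for these counts. The high values come from the 1 other regrouping that kept the *w1118* arrays together, apart from which the highest were 20 and 13, so the core marks *w1118* against the mutants rather than one allele against the other. Over 100 regroupings of all 12 arrays the real grouping was the 1 highest for list shifts (61, highest other 50). Camera with the preset correlation can thus call many lists in regrouped arrays, and 0 of the 61 passed with an estimated correlation. Chance is therefore not excluded for the list shifts. For counts within the core the regroupings are too few to tell, since only 1 of the 99 others had any core gene: the rescue core (454, highest other 0), genes moved further (414 and 0), list enrichments (14 and 8) and list reversals (2 and 0; 1 real without rescue replicate 2). The same holds for discordant genes (5, highest other 0; 1 real without *w1118* replicate 3), where 2 of the 99 other groupings of the *w1118* and mutant arrays had a gene changed in both mutants.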
